# Pervasive compartment‐specific regulation of gene expression during homeostatic synaptic scaling

**DOI:** 10.15252/embr.202052094

**Published:** 2021-08-16

**Authors:** David Colameo, Marek Rajman, Michael Soutschek, Silvia Bicker, Lukas von Ziegler, Johannes Bohacek, Jochen Winterer, Pierre‐Luc Germain, Christoph Dieterich, Gerhard Schratt

**Keywords:** cellular compartment, homeostatic plasticity, local translation, microRNA, synaptic scaling, Methods & Resources, Neuroscience

## Abstract

Synaptic scaling is a form of homeostatic plasticity which allows neurons to adjust their action potential firing rate in response to chronic alterations in neural activity. Synaptic scaling requires profound changes in gene expression, but the relative contribution of local and cell‐wide mechanisms is controversial. Here we perform a comprehensive multi‐omics characterization of the somatic and process compartments of primary rat hippocampal neurons during synaptic scaling. We uncover both highly compartment‐specific and correlating changes in the neuronal transcriptome and proteome. Whereas downregulation of crucial regulators of neuronal excitability occurs primarily in the somatic compartment, structural components of excitatory postsynapses are mostly downregulated in processes. Local inhibition of protein synthesis in processes during scaling is confirmed for candidate synaptic proteins. Motif analysis further suggests an important role for trans‐acting post‐transcriptional regulators, including RNA‐binding proteins and microRNAs, in the local regulation of the corresponding mRNAs. Altogether, our study indicates that, during synaptic scaling, compartmentalized gene expression changes might co‐exist with neuron‐wide mechanisms to allow synaptic computation and homeostasis.

## Introduction

Synaptic scaling is an important cellular mechanism that keeps excitatory synaptic strength in a physiological range in response to chronic (> 6 h) changes in synaptic input (Turrigiano, 2008). In the mammalian brain, synaptic scaling plays important roles during neural circuit development (e.g. activity‐dependent development of the visual and barrel cortex) (Desai *et al*, 2002; Glazewski *et al*, 2017) and in cognition in the adult (e.g. memory consolidation during sleep) (Tononi & Cirelli, 2014; Diering *et al*, 2017). Moreover, defects in synaptic scaling have been associated with the pathophysiology of several neurological diseases, e.g. autism (Rett syndrome), mental retardation (e.g. Fragile‐X Syndrome) (Ramocki & Zoghbi, 2008), epilepsy (Swann & Rho, 2014) and mood disorders (Kavalali & Monteggia, 2012). Mechanistically, synaptic scaling involves mainly two components (Turrigiano, 2008). First, a sensing mechanism for the detection of changes in neuronal firing rates, such as intracellular calcium‐dependent pathways. Second, executing mechanisms which bring about changes in AMPA‐ and NMDA‐type glutamate receptor function at excitatory synapses. Recent evidence suggests that synaptic scaling requires changes in gene expression, both at the level of mRNA transcription (Ibata *et al*, 2008; Schaukowitch *et al*, 2017) and translation (Goold & Nicoll, 2010; Schanzenbacher *et al*, 2016; Schanzenbacher *et al*, 2018; Dorrbaum *et al*, 2020). This leads to a remodelling of the synaptic proteome, in particular by synthesis/degradation of neurotransmitter receptors, presynaptic proteins and components of the calcium‐dependent signalling pathways (Schanzenbacher *et al*, 2016; Rajman *et al*, 2017; Dorrbaum *et al*, 2020). The molecular mechanisms underlying these orchestrated changes in *de novo* protein synthesis, however, are only poorly understood. In hippocampal neurons, specific mRNAs are locally translated in the synapto‐dendritic compartment, which provides neurons with a means to regulate the activity of individual synapses or at least dendritic branches (Martin & Ephrussi, 2009). Interestingly, in contrast to classical Hebbian synaptic plasticity, homeostatic plasticity was initially believed to operate exclusively at a global level, either at the level of entire neurons or networks (Ibata *et al*, 2008). However, theoretical considerations in the past challenged this view and suggested an important contribution of local mechanisms (e.g. operating at the level of individual dendritic segments) to synaptic scaling (Rabinowitch & Segev, 2008). This view is supported by experimental results from cultured hippocampal neurons, which show local dendritic regulation of retinoic acid receptor signalling (Aoto *et al*, 2008) and AMPA‐type glutamate receptor synthesis (Sutton *et al*, 2004; Sutton *et al*, 2006) in response to synaptic scaling up induced by chronic activity blockade. In contrast, whether synaptic downscaling in response to chronically elevated activity similarly involves local regulation of gene expression has not been addressed. More generally, compartmentalized changes in gene expression and their regulatory mechanisms during homeostatic plasticity or any other form of synaptic plasticity have not been comprehensively assessed on a more general level using multi‐omics approaches.

## Results

In this study, we interrogated compartmentalized gene expression in rat hippocampal neurons undergoing homeostatic plasticity using a multi‐omics approach. Therefore, we combined two *in vitro* model systems that we had previously established. First, a compartmentalized primary rat hippocampal neuron culture system, whereby neurons are plated on the upper side of filter inserts with small pore size (1 μm) that selectively allow the growth of neuronal processes (axons, dendrites), but not somata, to the lower side of the inserts (Fig 1A) (Bicker *et al*, 2013). Second, a pharmacological stimulation protocol (48 h) treatment with the GABA‐A receptor antagonist picrotoxin (PTX) that induces a robust and chronic increase in network activity followed by downscaling of excitatory synaptic strength (Fiore *et al*, 2014). Using patch‐clamp recordings, we detected a significant reduction in amplitude of miniature excitatory postsynaptic currents (mEPSC) in hippocampal pyramidal neurons 48 h post PTX treatment, demonstrating robust downscaling of excitatory synapses (Figs 1B and EV1A–C). To validate the compartmentalized culture system, we first performed a comparative transcriptomic analysis of the somatic and process compartment in unstimulated neurons using ribosome depletion RNA sequencing (ribo(−)RNAseq). 

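Total RNA was collected separately from the upper side of the filter inserts, where the somata lie, and from the lower side, which holds processes that grew through the pores, and ribosomal RNA was depleted before sequencing. Each compartment was sequenced from mock-treated and PTX-treated cultures, with 2 libraries per condition and 8 libraries in all. The authors trimmed the reads, aligned them to the rat genome with Subread, counted them on Ensembl genes with featureCounts and summed the counts by gene symbol. The deposited values are these counts without normalization, for 28909 symbols. The 2 somata control libraries held 13012461 and 13751530 counts and the 2 somata PTX libraries 14520831 and 12290890. The processes control libraries held 18455662 and 15120334 counts and the processes PTX libraries 16972388 and 17444265. A large part of these counts fell on the 2 mitochondrial rRNA genes, which took 23.8% ± 1.48 (SD, n = 2) of the counts of somata control libraries and 67% ± 1.77 (SD, n = 2) of those of processes control libraries. Genes outside the mitochondrial genome therefore received between 9518079 and 11228343 counts per library in somata and between 4703151 and 5492640 in processes, so that nuclear transcripts were measured at lower depth in processes although the totals were higher there. As in the paper, genes with more than 20 reads in at least 2 libraries were kept, which left 14309 genes, and the libraries were scaled by edgeR's TMM method. The TMM factors ranged from 1.81 to 1.93 in somata and from 0.486 to 0.57 in processes. A negative binomial model with 1 coefficient for each of the 4 conditions was fitted to all 8 libraries, and differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, where the paper used the likelihood ratio test. Levels are given as CPM (counts per 1e6 counts) after TMM scaling.

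**Figure D1:**
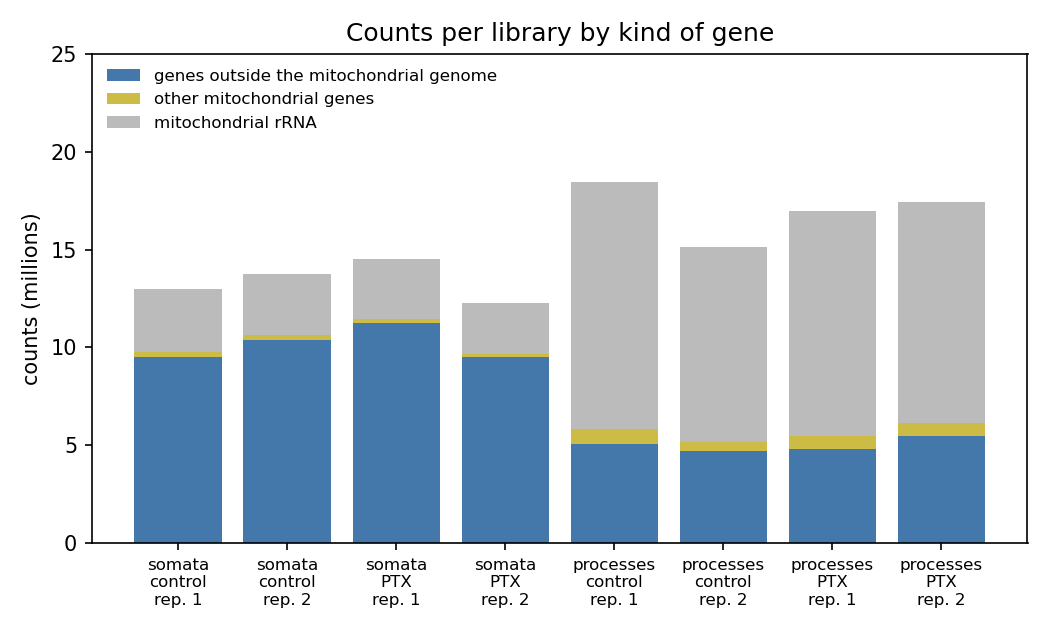
Counts of each of the 8 libraries, split into genes outside the mitochondrial genome, mitochondrial genes other than rRNA, and mitochondrial rRNA. The 4 process libraries have the higher totals and the fewer counts outside the mitochondrial genome, between 4703151 and 5492640.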

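In mock-treated cultures, 1658 of the 14309 tested genes had an adjusted p-value under 0.05 in the quasi-likelihood test and a log2 fold change above 1 in processes against somata, and 1084 genes had a log2 fold change below -1. With the likelihood ratio test in place of the quasi-likelihood test, the numbers were 1673 and 1231. The choice that moved them most was the scaling. With library size only and no TMM factor, 49 genes passed on the process side and 12067 on the somatic side, and the median log2 fold change of all tested genes moved from -0.05 to -1.86. Upper quartile normalization gave 1214 and 1818 genes with a median of -0.25. Enrichment is thus relative to the typical tested gene, since the libraries carry no measure of the total RNA of a compartment.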

Thereby, we identified 1,231/1,673 genes that were significantly enriched with a logFC of greater than ± 1 in the somatic/process compartment, respectively (Fig 1C). As expected, many well‐known dendritically and axonally localized mRNAs, e.g. Camk2a, Shank2/3, Homer1, Dlg4 and Syn1, were significantly enriched in the process compartment. In contrast, genes encoding nuclear proteins, such as Polr2c, Sfpq and Nono, were significantly enriched in the somatic compartment (Fig 1C). 

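Camk2a was measured at 672 ± 142 CPM (SD, n = 2) in processes and 115 ± 4.88 CPM (SD, n = 2) in somata of mock-treated cultures, a log2 fold change of 2.55 (standard error 0.154, adjusted p = 9.5e-07, quasi-likelihood test). The log2 fold change of Shank3 was 3.14 (standard error 0.17, adjusted p = 6.92e-07) and that of Shank2 was 1.71 (standard error 0.125, adjusted p = 2.53e-06). Dlg4 was enriched in processes with a log2 fold change of 1.78 (standard error 0.166, adjusted p = 1.12e-05). The differences of the other two genes were smaller than 2-fold, with a log2 fold change of 0.73 for Syn1 (standard error 0.149, adjusted p = 0.00232) and of 0.45 for Homer1 (standard error 0.122, adjusted p = 0.0106). With either library of either compartment left out in turn, the 6 log2 fold changes kept their sign, and that of Syn1 ranged from 0.45 to 0.97, against 0.36 to 0.55 for Homer1. The 0.45 for Syn1 was found without replicate 1 of processes control, and with upper quartile normalization the difference of Homer1 (0.25) did not pass. Scaled by library size only, Camk2a (0.72) and Shank3 (1.31) kept a positive log2 fold change, while it was -0.11 for Shank2, -0.05 for Dlg4, -1.09 for Syn1 and -1.36 for Homer1.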

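Polr2c was measured at 15.5 ± 0.229 CPM (SD, n = 2) in somata and 9.3 ± 2.12 CPM (SD, n = 2) in processes of mock-treated cultures, a log2 fold change of -0.74 in processes against somata (standard error 0.185, adjusted p = 0.0074, quasi-likelihood test). Its count in the processes control libraries was low, with 70 and 92 reads. For Sfpq, the level was 63.6 ± 1.12 CPM in somata and 52.7 ± 0.715 CPM in processes, and the log2 fold change of -0.27 (standard error 0.107) had an adjusted p of 0.0573. Nono was measured at 78.7 ± 5.87 CPM in somata and 87.4 ± 6.76 CPM in processes, and its log2 fold change of 0.15 (standard error 0.118, adjusted p = 0.313) was within the replicate error and was 0.07 without replicate 2 of processes control and 0.23 without replicate 1. With the replicate number as a block, the adjusted p was 0.0158 for Sfpq and 0.145 for Nono. The log2 fold change of Nono was -0.05 with upper quartile normalization and -1.65 with library size only, where the median gene also moved to the side of the somata.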

GO‐term analysis indicates the overrepresentation of specific cellular components in these compartments: ribosomal subunits, postsynaptic density and mitochondrial respiratory chain complex in the process compartment: extracellular matrix, extracellular space and secretory granule lumen in the somatic compartment (Fig 1D; Appendix Fig S1). 

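Gene Ontology annotation was not used here, and fixed lists of genes or complete symbol families stood in for the terms. They were tested in processes against somata of mock-treated cultures with limma's camera on log2 CPM (Benjamini-Hochberg adjustment over 20 sets). The 78 tested genes for cytosolic ribosomal proteins had a median log2 fold change of 1.71 (adjusted p = 1.83e-28), and the 79 genes of the mitochondrial respiratory chain had a median of 1.00 (adjusted p = 2.38e-17). Among the 22 postsynaptic scaffold genes the median was 0.85 (adjusted p = 5.88e-05), and 18 of these 22 were named by the study. The 58 extracellular matrix genes had a median of -0.67 (adjusted p = 0.0027), with members between -2.61 and 2.94. For the secretory granule lumen, the nearest list was 17 neuropeptide genes, with a median of -1.32 (adjusted p = 0.00186). The first 3 of these calls also held under fry, which uses the correlation of the genes in the set itself, with adjusted p-values of 0.000494, 0.000353 and 0.00296, while the extracellular matrix (0.139) and the neuropeptides (0.0814) did not pass there. Their medians were -0.38 and -0.84 without replicate 1 of somata control. With the replicate number as a block in the model, the adjusted p under fry was 0.0114 for the extracellular matrix and 0.00086 for the neuropeptides. Over all 20 sets, 11 passed with camera and 9 with fry. Scaled by library size only, the medians of the ribosomal proteins, the respiratory chain and the scaffolds were -0.10, -0.81 and -0.96, which is negative but above the median of all tested genes at that scaling.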

Importantly, we observed a very high correlation between our RNA‐seq dataset and a recently published meta‐analysis (von Kugelgen & Chekulaeva, 2020) of neurite‐enriched mRNAs derived from 11 independent high coverage datasets (Fig EV2A–E). Together, these results are consistent with previous large‐scale studies (Poon *et al*, 2006; Cajigas *et al*, 2012; Zappulo *et al*, 2017; Kuzniewska *et al*, 2020) and suggest that our approach is able to faithfully capture differences in mRNA distribution between neuronal compartments.

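Among genes with a mean of at least 5 CPM and no overlap between the libraries of the 2 compartments, the 3 with the largest log2 fold change in processes of mock-treated cultures were AABR07015057.1 with 4.45, Mt-atp8 with 3.91 and AY172581.9, 1 of the 2 mitochondrial rRNA genes, with 3.47. Their standard errors ranged from 0.263 to 0.304. Mt-atp8 overlaps a neighbouring mitochondrial gene, so the assignment of its reads is uncertain. The 3 largest differences in favour of somata were those of RF00004 with -4.32, RF00003 with -4.26 and RF00092 with -3.92, which the files list by family names that can stand for several copies in the genome. RF00092 was near the floor in the processes control libraries, with 9 and 3 reads. RF00003 had 18796 and 17733 reads in the somata control libraries, against 458 and 230 in the processes control libraries, and its level in processes was 5.2% of that in somata. From the enrichment of known localized mRNAs, the GO terms and the correlation with a published meta-analysis, the paper proposes that its approach captures differences in mRNA distribution between neuronal compartments.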

**Figure 1:**
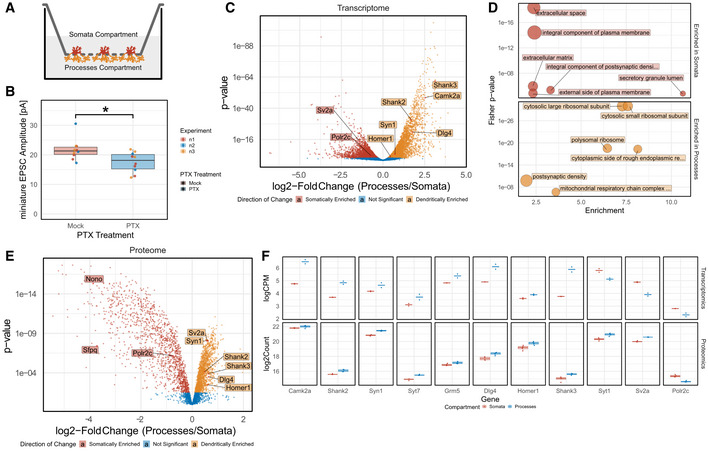
Compartment‐specific localization of neuronal transcripts and proteins Schematic of the workflow for the culture of primary hippocampal neurons and 48 h of PTX treatment.Quantification of miniature EPSC amplitudes in mock‐ and PTX‐treated hippocampal neurons. (*n* = 10 neurons per condition from three independent experiments, independent two‐sample Wilcoxon–Mann–Whitney *U*‐test, *P < 0.05).Volcano plots demonstrating enrichment of transcripts in either the somatic (red) or process (yellow) compartment with representative genes highlighted.Top Gene Ontology Pathway Analysis for transcripts enriched in the somatic and process compartment.Volcano plots demonstrating enrichment of proteins in either the somatic (red) or process (yellow) compartment with representative genes highlighted.Quantification of the highlighted genes enriched in either the somata or processes at the transcript or protein level. (Upper row: Scatterplots of transcript level; *n* = 2; crossbar represents mean. Lower row: Boxplot of protein levels; *n* = 4). Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).Linear model was used to fit transcriptome and proteome data and subsequently contrasted using likelihood ratio testing (transcriptome) or empirical Bayes statistics (proteome) for compartment effects.

**Figure EV1:**
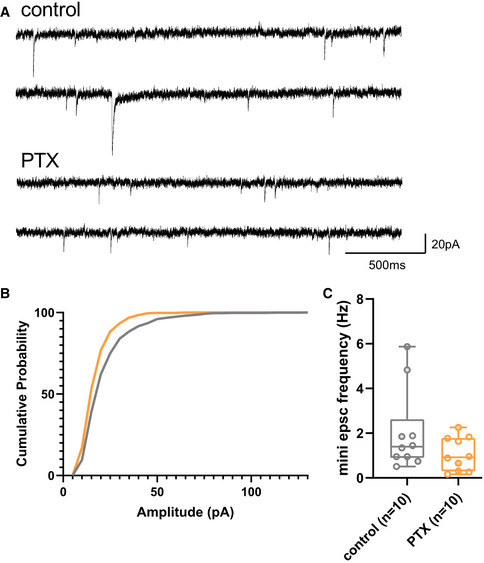
Additional data on electrophysiological experiments Example traces of a mock‐ and PTX‐treated neuron.Cumulative distribution of all miniature EPSC events of mock‐ (grey line) and PTX‐treated (orange line) neurons.Quantification of miniature EPSC frequency (Hz) presented as a boxplot (*n* = 10 neurons from three independent biological replicates). Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).

**Figure EV2:**
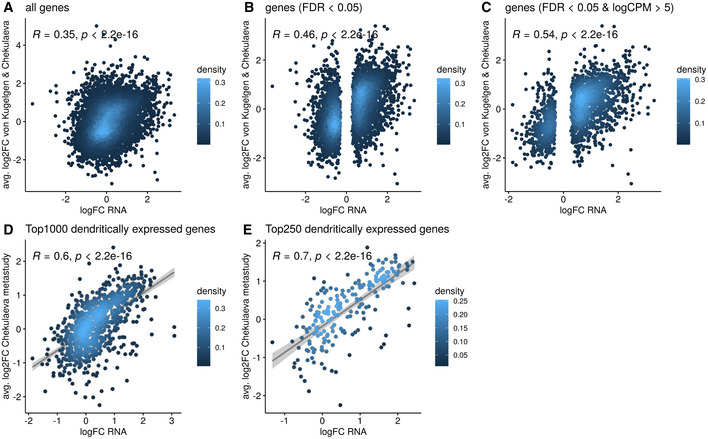
Subsumption of compartment‐specific gene location with a recent meta‐study under basal conditions Pearson's correlation of RNA logFC (Processes vs Somata) under basal conditions to the average of significant log_2_ enrichments of genes as of obtained by (von Kugelgen & Chekulaeva, 2020) from 11 high coverage datasets describing neuronal localization. The statistical significance of Pearson correlations was calculated in the standard fashion, i.e. by testing against a null hypothesis of *r* = 0 using a *t*‐distribution with *N*‐2 degrees of freedom.
ACorrelation with all genes detected in our study.BSubset of significantly enriched or depleted genes in the two compartments (FDR < 0.05).CSubset of significantly changing and highly expressed genes in the two compartments (FDR < 0.05 and logCPM > 5).D, ELocal enrichment correlation between a subset of the most abundant genes detected in neurites as classified by Kugelgen and Chekulaeva (2020) to genes detected in the compartment sequencing. Regression lines indicate fitted linear models, with the light grey shaded areas depicting the 95% confidence interval. Data information: Coloured is in each case the X‐Y density.

We next investigated whether mRNA compartmentalization translated into corresponding changes in the neuronal proteome. Towards this aim, we prepared protein extracts from the somatic and process compartment of primary rat hippocampal neurons and subjected them to label‐free proteomics (see Materials and Methods). In four independent preparations, we identified unique peptides corresponding to a total of 4,250 different proteins in the somatic/process compartment, demonstrating a high sensitivity of our approach despite the low amount of starting material. 

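In a principal component analysis of log2 CPM of the 14309 tested genes, the first component held 69.4% of the variance and separated the compartments, with scores from -57.2 to -44.4 for the 4 somata libraries and from 48.2 to 52.8 for the 4 process libraries. On the second component, with 12.6% of the variance, the control libraries scored between 16.2 and 24.3 and the PTX libraries between -28.6 and -16.4. The third component held 7.9% and separated replicate 1, with scores from -24.6 to -9.5, from replicate 2, with scores from 11.1 to 22.8, in all 4 conditions. Across genes, Pearson's r between the 2 libraries of a condition was 0.986 for somata control, 0.987 for somata PTX, 0.978 for processes control and 0.978 for processes PTX, while a somata library and a process library correlated with r between 0.892 and 0.926. Against counting noise, the differences between 2 replicates had a chi-square statistic per degree of freedom between 9.34 and 25.8, the highest in processes control. Replicate libraries usually exceed counting noise, so these values describe the size of the spread only. The mean r of the 4 pairs was 0.982, and 0.979 with a prior count of 0.5 in place of 2 in log2 CPM.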

Principal component analysis (PCA) of the replicates indicates a high reproducibility of both the RNA‐seq (Appendix Fig S2A) and proteomics (Appendix Fig S2B) workflow. Similar to transcriptomics, a large number of neuronal proteins displayed preferential localization to either the somatic or process compartment (Fig 1E). For most differentially localized mRNAs, the respective proteins showed a corresponding compartment‐specific expression (e.g. Syn1, Shank2/3, Dlg4, Homer1, Polr2c) (Fig 1F). This suggests that local mRNA translation in processes contributes to the compartment‐specific expression of those genes. However, for some genes (e.g. the presynaptic Sv2a and Syt1), mRNA and protein enrichment did not match, suggesting that protein transport plays a major role in the subcellular localization of these genes.

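At the RNA level, Sv2a was measured at 131 ± 7.69 CPM (SD, n = 2) in somata and 49.6 ± 7.65 CPM (SD, n = 2) in processes of mock-treated cultures, a log2 fold change of -1.40 in processes against somata (standard error 0.162, adjusted p = 5.13e-05, quasi-likelihood test). Syt1 mRNA was measured at 333 ± 67.2 CPM in somata and 169 ± 19.7 CPM in processes, with a log2 fold change of -0.98 (standard error 0.173, adjusted p = 0.000962). With single libraries left out, the values stayed between -1.57 and -1.25 for Sv2a and between -1.18 and -0.75 for Syt1. The protein levels were not analysed here.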

Having validated our cell culture model, we went on to investigate dynamic compartment‐specific changes in the transcriptome/proteome upon synaptic downscaling in response to 48 h PTX application. 

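For the PTX experiment, neurons on filter inserts received 100 μM PTX or vehicle at 18 days in vitro and were lysed 48 h later, at 20 days in vitro. PTX blocks GABA-A receptors and so removes inhibition in the culture. The effect of PTX was tested in somata (2 PTX against 2 control libraries) and in processes (2 against 2) by contrasts of the model described for the control cultures, and positive log2 fold changes are increases with PTX. The difference between the PTX effects of the 2 compartments was tested as a contrast of its own, the interaction, in which positive values are a larger change in processes. In simulated counts with the means, replicate differences and library sizes of these libraries, in which 200 genes were changed by a log2 of 1 up or down in processes only, the quasi-likelihood test recovered 59.5% of them as changed in processes and 12.5% by the interaction, with 0 false calls in either. The likelihood ratio test recovered 70.5% and 49%, and DESeq2 64% and 39%, also with 0 false calls. With the replicate number added as a block, the quasi-likelihood test recovered 85% and 76%, with 8 and 11 false calls among 14309 genes. The simulated counts were drawn from the fit with the block, with the same replicate difference in all 4 conditions. This favours the block, so its values may be too good for the real libraries.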

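In somata, 513 of the 14309 tested genes had an adjusted p-value under 0.05 after PTX (quasi-likelihood test), of which 299 rose and 214 fell. In processes the number was 535, with 235 genes raised and 300 lowered. That excess of falls was not kept with library size only (237 raised, 220 lowered) or with only the 4 process libraries fitted (160 and 138). The number of genes called depended strongly on the test. The likelihood ratio test called 972 and 949 genes, and these were the same genes that pass in the authors' deposited tables. With the replicate number as a block, the quasi-likelihood test called 2002 and 1601 genes, among them all 513 and all 535. The genes with the largest rise in somata, among called genes with a mean of at least 5 CPM and no overlap between the libraries of the 2 groups, were Htra4 with a log2 fold change of 3.80 (standard error 0.27, adjusted p = 9.15e-05), Acan with 3.39 and the long non-coding RNA AABR07052897.3 with 3.35. The largest falls were those of Crym with -2.43 (standard error 0.193, adjusted p = 0.000178), Otof with -2.07 and Nov with -1.85. In processes, AABR07052897.3 rose by 3.85 (standard error 0.301, adjusted p = 0.000384), Serpinf1 by 3.57 and Acan by 3.37 on the log2 scale. Vwa5b1 with -2.29 and Otof with -2.13 fell the most there, followed by Cabp7.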

Using Ribo(−)‐RNAseq, we identified hundreds of RNAs that were differentially expressed (*q* < 0.05) between PTX‐ and mock‐treated conditions in the somatic (*n* = 972; 431 down/541 up) and process (*n* = 949; 525 down/424 up) compartment (Fig 2A). Of those, about 50% (463) were common to both compartments, demonstrating that a large fraction of PTX‐responsive RNAs displays compartment‐specific regulation (Fig 2B). 

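Of the 513 genes called in somata and the 535 called in processes, 249 were called in both, which is 48.5% and 46.5% of the calls, and all 249 changed in the same direction in both compartments. A further 264 genes passed in somata only and 286 in processes only. Most of these also moved in the same direction in the other compartment: 257 of the 264 genes (97.3%) and 277 of the 286 genes (96.9%). An unadjusted p-value under 0.05 in the other compartment was reached by 166 and 178 of them. The interaction, which tests whether the PTX effect differs between compartments, gave 0 genes with an adjusted p-value under 0.05, and the smallest adjusted p was 0.115. At an unadjusted p under 0.05 there were 572 genes, 4% of those tested. Among the genes called in 1 compartment only, 53 of the 264 and 113 of the 286 had an unadjusted interaction p under 0.05. The likelihood ratio test gave 463 common genes and 4 genes by the interaction, and the model with the replicate block 882 common genes and 15 by the interaction, of which 8 passed in processes only and 3 in somata only. The paper counts a gene as specific when it passes in 1 compartment and not in the other, and from the share of genes that were not common it concludes that a large fraction of PTX-responsive RNAs is regulated in a compartment-specific manner.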

To better visualize compartment‐specific effects of PTX, we plotted logFC in somata vs logFC in processes and colour‐coded gene groups according to their regulation (Fig 2C). 

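Across the 799 genes called in at least 1 compartment, the log2 fold changes in somata and in processes had a Spearman correlation of 0.851, and across all 14309 tested genes of 0.507. The 2 contrasts share no library, and genes are not independent replicates. Taken from replicate 1 for somata and replicate 2 for processes, the correlation across the 799 genes was 0.813, and with the numbers the other way round it was 0.841. For comparison, the changes of the same genes in replicate 1 and replicate 2 of one compartment correlated with 0.956 in somata and 0.919 in processes, values that are raised because these genes were picked from the same libraries. Across all tested genes the corresponding values were 0.576 in somata and 0.402 in processes. Leaving out 1 library at a time gave correlations between 0.833 and 0.865.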

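Sort1 was measured at 147 ± 6.09 CPM (SD, n = 2) in processes of control cultures and 281 ± 19.4 CPM (SD, n = 2) after PTX, a log2 fold change of 0.93 (standard error 0.112, adjusted p = 0.00336, quasi-likelihood test). In somata its level was 170 ± 10.6 CPM in control and 136 ± 5.12 CPM after PTX, a log2 fold change of -0.32 with an adjusted p of 0.166, or 0.0134 with the replicate number as a block. The interaction for Sort1 was 1.25 on the log2 scale (standard error 0.157), and its adjusted p was 0.115 without the block, 1.24e-05 with the block and 2.05e-07 in the likelihood ratio test. Srcin1, Add2 and Dnajc6 fell in processes with log2 fold changes of -1.16, -0.82 and -0.83 (adjusted p = 0.00444, 0.0104 and 0.0102). In somata they changed by -0.49, -0.30 and -0.14 with adjusted p-values of 0.148, 0.291 and 0.731, and with the block the first 2 passed there as well, with 0.00756 and 0.0195. Without replicate 2 of somata PTX, Add2 changed by -0.19 in somata and Dnajc6 by -0.02, and without replicate 1 of somata PTX Dnajc6 by -0.28. Among these 3, only Dnajc6 had an adjusted interaction p under 0.05 with the block (0.0225, against 1 without it), and the values of Srcin1 and Add2 were 0.156 and 0.149. Plk2 rose by 1.66 in somata (adjusted p = 0.00235) and by 1.11 in processes (adjusted p = 0.0369). Camk2a fell in both compartments, with log2 fold changes of -1.13 and -1.45 (adjusted p = 0.00305 and 0.00165), as did Atp2b4, with -1.56 and -0.99 (adjusted p = 0.000216 and 0.00494). Shank2 changed by -1.06 in processes (adjusted p = 0.00308) and by -0.46 in somata, where its adjusted p was 0.0772 and 0.00327 with the block.

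**Figure D2:**
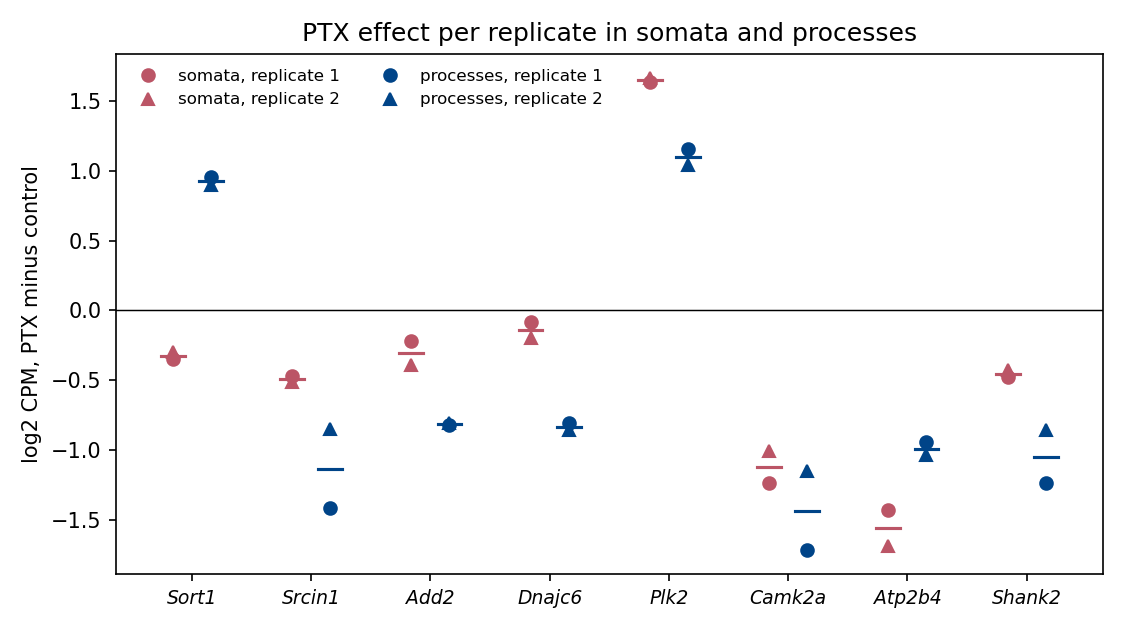
PTX minus control difference in log2 CPM of 8 genes, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the 2. Sort1 rose in processes in both replicates (0.96 and 0.90) and fell in somata in both (-0.35 and -0.30), while the other 7 genes moved in 1 direction in both compartments.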

Examples of candidate mRNAs within each of these gene groups are marked in Fig 2C, e.g. process up (Sort1), process down (Srcin1, Add2, Dnajc6) and genes commonly up‐ (Plk2) or downregulated (Camk2a, Atp2b4, Shank2) in either compartment. In addition to protein‐coding mRNAs, PTX also altered the expression of many non‐coding RNAs in a compartment‐specific manner, e.g. long non‐coding RNAs (lncRNAs) and primary microRNAs (miRNAs) (Appendix Fig S3). Furthermore, we detected numerous examples of genes which display compartment‐specific alterations in exon/UTR usage upon PTX treatment (Fig EV3A–D), e.g. BDNF (Fig EV3E). 

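Of the 251 tested genes annotated as long intergenic non-coding RNAs, 5 were called after PTX in somata and 4 in processes, with 3 in common (quasi-likelihood test, adjusted p under 0.05). Of the 46 tested miRNA genes, 0 were called in somata and 2 in processes, AABR07015067.2 with a log2 fold change of -1.61 and AABR07015079.1 with -1.36. In processes control, AABR07015079.1 had 439 and 203 reads, and after PTX 102 and 165. The likelihood ratio test called 6 and 10 long non-coding RNAs and 0 and 5 miRNA genes, and the quasi-likelihood test with the replicate block 18 and 11 long non-coding RNAs and 1 and 8 miRNA genes. The paper's text does not give the strand setting of the counting, so reads of genes that overlap a host gene are of uncertain origin. The interaction called 0 genes of either class, with or without the replicate block, and at an unadjusted p under 0.05 it gave 6 of the 251 long non-coding RNAs and 0 of the 46 miRNA genes. The smallest adjusted interaction p with the block was 0.349 and 0.446 in these classes. AABR07059159.1 rose by 1.11 in somata (adjusted p = 0.0118) and by 0.32 in processes (adjusted p = 0.609), and AABR07021547.1 rose by 0.09 in somata (adjusted p = 0.836) and by 0.60 in processes (adjusted p = 0.0321). These 4 genes were chosen after their values were seen.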

Exon‐Intron split analysis (EISA) (Appendix Fig S4) and differential expression analysis based on RNA half‐lives (Appendix Fig S5) further indicates that PTX‐dependent regulation of many genes cannot be solely explained by transcriptional effects. To obtain insight into the biological function of compartment‐specific regulation by PTX, we performed GO term analysis (Fig 2D; Appendix Fig S6). 

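The GO terms were replaced by fixed gene lists, tested with Fisher's exact test (one-sided) among the genes called in 1 compartment only, against the genes expressed in that compartment, with Benjamini-Hochberg adjustment over the lists tested in that compartment and direction. Among the 113 expressed genes raised in processes only, 7 of 23 mitotic genes were found where 0.21 were expected (adjusted p = 6.67e-09), 2 of 8 condensin subunits (adjusted p = 0.0106) and 5 of 16 glycolytic enzymes (adjusted p = 1.09e-06). Mitotic genes rose in somata too. Their median log2 fold change was 0.52 in somata and 0.88 in processes, and all 24 rose in both compartments. The median difference between the compartments, 0.41, had an adjusted p of 1.63e-06 with camera and 0.735 with fry, and it was 0.73 in replicate 1 and 0.09 in replicate 2. Without replicate 1 of somata PTX it was 0.23, and without replicate 2 of somata PTX it was 0.66, with a median of 0.30 in somata. For the condensin subunits the medians were 0.22 and 0.59 and the difference 0.33 (adjusted p = 0.00659 with camera). Their median in processes was 0.36 and the difference 0.16 without replicate 1 of processes control, and without replicate 2 of somata PTX the median in somata was 0.06 and the difference 0.57. For glycolysis the medians were 0.25 and 0.31, or 0.15 without replicate 1 of somata PTX and 0.17 without replicate 1 of processes PTX, and the interaction had an adjusted p of 0.383 with camera. Cdc20, at 18 and 21 reads in the processes control libraries, changed by 1.27 in processes (standard error 0.33, adjusted p = 0.0637, or 0.00884 in the likelihood ratio test and 0.00255 with the replicate block) and by 0.38 in somata (0.06 without replicate 2 of somata PTX), and its interaction of 0.89 had an unadjusted p of 0.0524. Among the 178 genes raised in somata only, 6 of 17 neuropeptide genes were found where 0.21 were expected (adjusted p = 7.52e-07), together with 4 of 24 activity-induced genes (adjusted p = 0.00202). Tac1 was measured at 1.26 ± 0.621 CPM (SD, n = 2) in somata control and 8.27 ± 3.25 CPM (SD, n = 2) after PTX, a log2 fold change of 2.72 (standard error 0.391, adjusted p = 0.00425). The 4 process libraries held 5, 10, 13 and 7 reads of Tac1, which was too few to measure its change there. Of the neuropeptide list, 17 genes counted as expressed in somata and only 8 in processes. Too few reads in processes therefore cannot be excluded as the reason why the 6 genes passed in somata only. The median log2 fold change of the neuropeptides was 1.42 in somata and 0.86 in processes, and the difference of -0.32 had an adjusted p of 0.0706 with camera, or 0.00697 with the replicate block. Without replicate 1 of processes control this difference was 0.25 and the median in processes 1.29. Without replicate 2 of processes control the difference was -0.83, so that 1 library decided its direction. The median in processes and the difference also include the neuropeptide genes that did not count as expressed there. A response that differs between the compartments therefore cannot be told apart from low counts for this list.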

Genes specifically upregulated in the process compartment were often associated with the cell cycle (e.g. Cdc20) or metabolism, whereas “somata up genes” were enriched in neuropeptide signalling (e.g. Tac1) and intracellular trafficking (e.g. Sort1). 

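After PTX, the 22 postsynaptic scaffold genes had a median log2 fold change of -0.29 in somata (camera, adjusted p = 0.00868) and -0.56 in processes (adjusted p = 5.23e-06). For the 18 ionotropic glutamate receptor genes the medians were -0.26 (adjusted p = 0.0016) and -0.13 (adjusted p = 0.557), and without replicate 2 of processes PTX the latter was 0.07. Without replicate 2 of somata control the somatic median was -0.16. Voltage-gated calcium channel genes, 21 in number, fell in both, with medians of -0.24 (adjusted p = 0.00963) and -0.27 (adjusted p = 0.0125), and the 31 potassium channel genes had medians of -0.03 (adjusted p = 0.343, with a median of 0.04 when scaled by library size only) and -0.26 (adjusted p = 0.00578, with a median of -0.12 without replicate 1 of processes control). The calcium channel median was -0.06 in somata without replicate 1 of somata control. In processes it was -0.10 without replicate 2 of processes PTX. The 13 GABA-A receptor subunits had medians of 0.02 in both compartments. With fry none of these sets passed in either compartment, and the single set that did so was that of the 24 activity-induced genes, with medians of 0.94 in somata (adjusted p = 0.00963) and 0.96 in processes (adjusted p = 0.0119). In the model with the replicate block, fry gave adjusted p-values in processes of 0.0435 for the scaffolds, 0.0281 for the calcium channels and 0.0195 for the potassium channels.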

Consistent with PTX‐mediated downscaling of excitatory synapses, PTX‐downregulated genes in both compartments were highly enriched for regulators of excitatory synaptic transmission. However, whereas the majority of “somata down genes” encode for regulators of synaptic excitation, e.g. ionotropic glutamate receptors (subunits of the AMPA, NMDA and Kainate type) and transmembrane transporters (e.g. several members of the Slc family), “process down genes” mostly encode for structural components of the postsynaptic density, e.g. scaffolding (e.g. Shank1,3, Dlg3, Srcin1, Syngap1, Dlgap1, Homer2/3) and cytoskeletal proteins (e.g. Add2, Dnm1, Map1a/b/s). 

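Among the 86 genes lowered in somata only, 3 of 18 ionotropic glutamate receptor genes were found where 0.11 were expected (Fisher's exact test, one-sided, adjusted p = 0.0032). Among the 170 expressed genes lowered in processes only, 8 of 22 scaffold genes (0.31 expected, adjusted p = 1.77e-09) and 5 of 23 cytoskeletal genes (0.32 expected, adjusted p = 5.99e-05) were found. Of these lists, 18 of the scaffold genes, 11 of the cytoskeletal genes and 5 of the receptor genes were named by the study, so the overlaps are not independent evidence. The interaction had a median of -0.33 for the scaffolds (camera, adjusted p = 0.000181), 0.16 for the receptors (adjusted p = 0.0198, with a median of 0.27 without replicate 2 of somata PTX) and -0.09 for the cytoskeletal genes (adjusted p = 0.407, with a median of 0.04 without replicate 1 of processes control and -0.20 without replicate 2), and none of the 3 passed with fry. The fall of the scaffolds in processes rested in part on 1 library: without replicate 1 of processes control, their median log2 fold change there was -0.31 and the interaction -0.11. Leaving out the other control replicate of processes gave -0.75 and -0.53. Among the genes the paper names, Homer2, Homer3 and Dnm1 had adjusted p-values under 0.05 in processes, with log2 fold changes of -0.61, -0.82 and -0.76 (adjusted p = 0.0153, 0.0404 and 0.0302). With only the 4 libraries compared, Homer2 and Dnm1 did not pass, and with library size only Homer3 did not. For Shank3 (-0.53), Dlg3 (-0.52), Dlgap1 (-0.49), Map1b (-0.61) and Map1s (-0.61) the adjusted p lay between 0.0596 and 0.109, and it was under 0.05 for each of them both in the likelihood ratio test and with the replicate block. Without replicate 1 of processes control, the change in processes was -0.22 for Shank3, -0.29 for Dlg3, -0.31 for Dlgap1, -0.38 for Map1b and -0.45 for Dnm1. Map1b changed by -0.57 in somata, and its interaction was -0.04. The family of Slc genes, with 240 tested members, had a median log2 fold change of -0.01 in somata (camera, adjusted p = 0.761, or a median of 0.06 when scaled by library size only) and 0.04 in processes (adjusted p = 0.323), and without replicate 2 of somata PTX the median in somata was 0.02.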

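A compartment-specific effect can be counted in several ways in these data. Genes called in somata only numbered 264 with the quasi-likelihood test, 509 with the likelihood ratio test and 1120 with the replicate block, and those called in processes only 286, 486 and 719. Genes whose PTX effect differed between the compartments by the interaction numbered 0, 4 and 15 (572, 582 and 1242 at an unadjusted p under 0.05), and 4, 27 and 132 when the interaction p-values were adjusted over the genes called in either compartment, a list that was chosen on these libraries and after seeing the data. The 4 genes of the likelihood ratio test were Sort1, Slc17a7, Slc36a1 and Trio, all with higher values in processes. The replicate block added Syt13, Atp2b2, Rph3a, Ndufa8, Heg1, Gpc1 and AABR07054639.1 on that side, and Dnajc6, Slc7a8, Chst2 and Slc7a14 on the other. Of these 15 genes, those outside Fig 7 and the paper's text were named after their values were seen. Slc36a1 changed by -0.31 in somata and 1.11 in processes, and Slc7a8 by 1.17 and 0.30.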

Taken together, our results demonstrate that compartment‐specific regulation of the neuronal transcriptome during synaptic scaling is more pervasive than previously anticipated.

**Figure 2:**
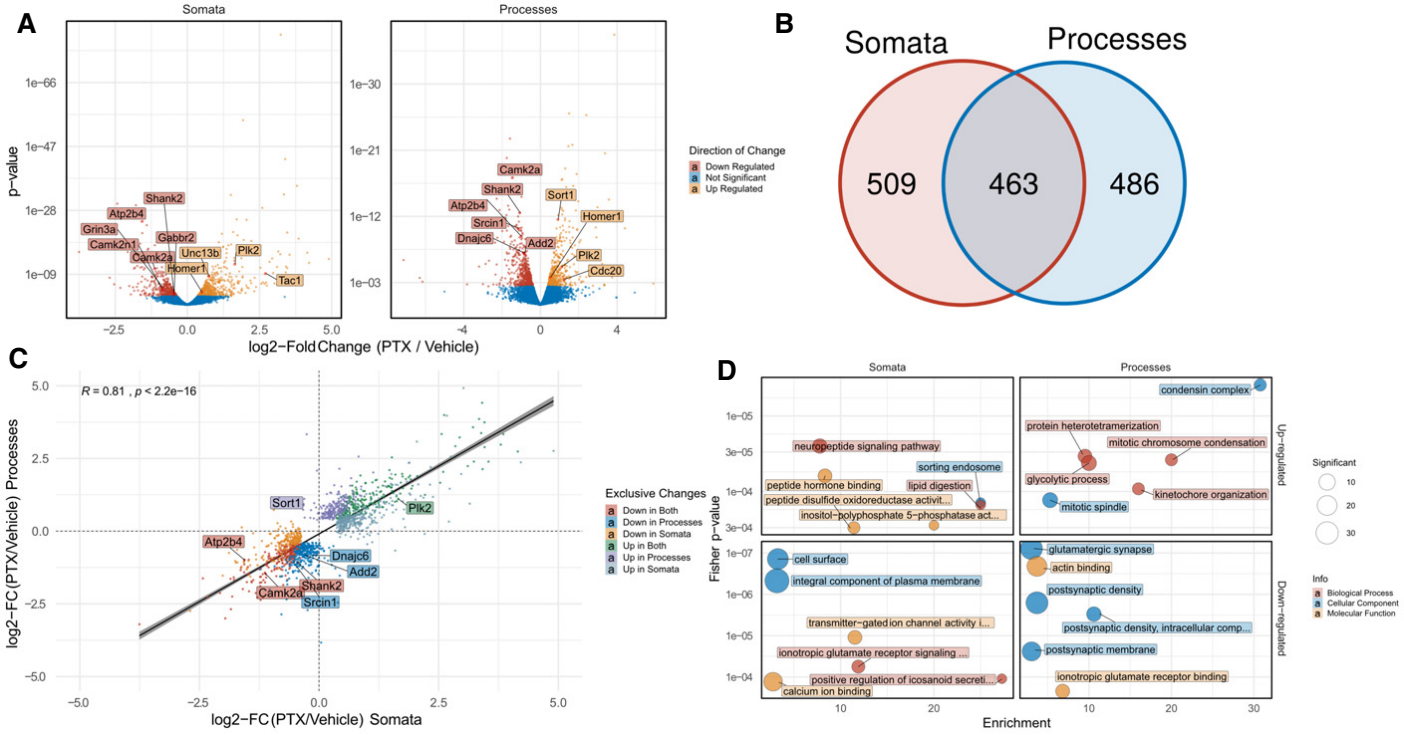
Compartment‐specific regulation of neuronal transcripts by PTX Volcano plots representing transcript down‐ (red) or up‐regulation (yellow) after 48 h PTX in the somatic and process compartment. Representative transcripts are highlighted and labelled. Linear model was used to fit transcriptome data and subsequently contrasted using likelihood ratio testing for PTX treatment effects across compartments.Venn‐Diagram of differentially expressed transcripts between somatic and process compartmentSpearman rank correlation between log_2_‐fold changes of differentially expressed genes significant in either the somatic or process compartment colour‐coded for exclusive changes in the respective compartments. Representative genes are highlighted and labelled. The statistical significance of Spearman correlations was calculated in the standard way, using Spearman's rho statistic. Regression lines indicate fitted linear models, with the light grey shaded areas depicting the 95% confidence interval.Top 6 Gene Ontology Pathways enriched in differentially expressed genes in either the somatic or process compartment colour‐coded for Cellular Component (blue), Molecular Function (yellow) or Biological Process (red).

**Figure EV3:**
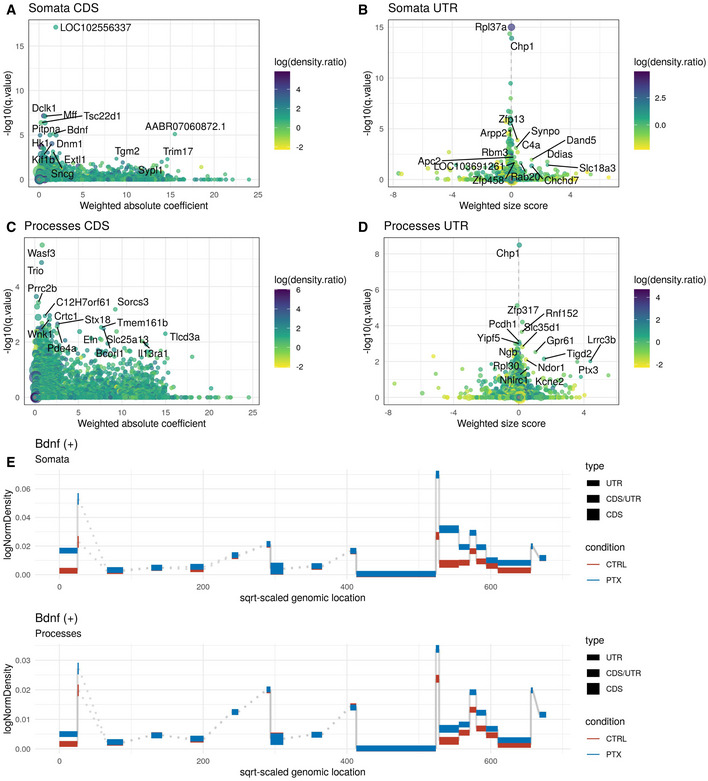
Differential exon‐usage (DEU) analysis upon PTX treatment in the somata and processes compartment A–DGene‐Level statistic plots of the DEU analysis in each compartment, separately for the coding sequence (CDS, left) and 3′UTR (right), with the top 15 candidates labelled. Gene‐level estimates of effect sizes (bin‐level coefficients weighted by significance) are displayed on the *x*‐axis in CDS plots (A + C), whereas the weighted size score in 3′UTR plots (B + D) includes a further length weighing (see Gerber *et al* (2021) for further details).EBin‐level plot displaying different exon‐usage upon PTX treatment in both compartments for the example gene Bdnf.

We went on to validate selected high‐ranking candidates that display robust compartment‐specific regulation by PTX, particularly focusing on genes that are preferentially regulated in the process compartment. Using qPCR, we validated PTX‐dependent differential regulation of several genes, such as Sort1, Add2, Shank2 and Srcin1 (Fig 3A, Appendix Fig S7). Furthermore, we detected up‐regulation of Plk2 in either compartment, consistent with a previous report (Seeburg *et al*, 2008). Compartment‐specific regulation by PTX was further confirmed for Add2, Sort1 and Dnajc6 at the single neuronal level using single‐molecule fluorescent *in situ* hybridization (smFISH) (Fig 3B and C; Appendix Fig S7). smFISH further allowed us to distinguish between dendritic and axonal processes. Whereas PTX selectively reduced dendritic Add2 and Dnajc6 mRNA puncta, Sort1 mRNA puncta were significantly increased in dendrites. For all three genes, levels of somatic mRNA puncta were unaffected by PTX treatment.

**Figure 3:**
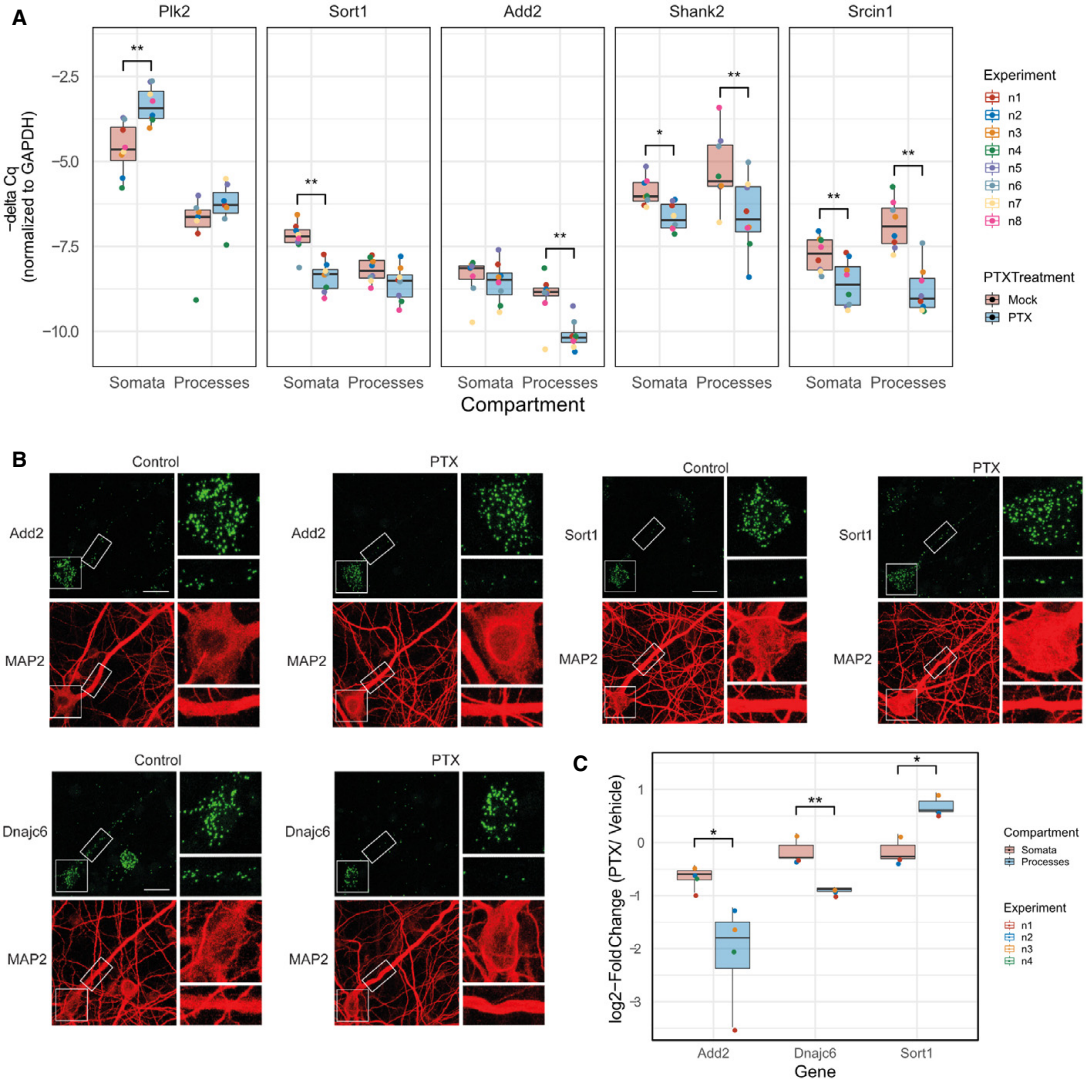
Validation of compartment‐specific regulations Real‐time quantitative PCR (RT–qPCR) of transcripts changing differentially between compartments using the compartmentalized cultures after 48 h PTX treatment. *n* = 8 independent biological replicates (except for Plk2 (*n* = 7), where one measurement couldn'*t* be performed due to insufficient cDNA); PTX effect was assessed by three‐way ANOVA followed by Tukey's *post hoc* multiple comparison test; *P < 0.05; **P < 0.01.Representative images of single‐molecule FISH (smFISH) in either control or 48 h PTX‐treated rat hippocampal neurons (DIV20) using probes specific for Add2, Dnajc6 and Sort1 (green). MAP2 immunostaining (red) was used to visualize neuronal somata and dendrites. Inserts at higher magnification illustrate PTX‐dependent changes in dendritic RNA puncta. Scale bar = 10 μm.Quantification of (B). (*n* = 3–4 independent biological replicates with 8–10 cells averaged per condition and replicate; two‐sample Student's *t*‐test; *P < 0.05; **P < 0.01).Data information: Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).

We next wondered whether the PTX‐induced compartment‐specific changes in transcript levels translated into corresponding changes in protein. Although dynamic time‐ and polarity‐dependent changes in the neuronal proteome have been previously demonstrated in synaptic scaling using labelled proteomics (Schanzenbacher *et al*, 2016; Schanzenbacher *et al*, 2018; Dorrbaum *et al*, 2020), these studies did not address potential compartment‐specific effects. Therefore, we extracted proteins from PTX‐treated compartmentalized hippocampal neuron cultures and quantified proteome‐wide changes using label‐free proteomics. In total, we detected peptides corresponding to 4,250 different proteins with our approach. Differential expression analysis revealed that 660 proteins were significantly changing in somata and 320 proteins in processes, respectively (FDR < 0.5, Fig 4A; Appendix Fig S8). Much like our observations taken from RNA‐seq, we detected substantial compartment‐specific regulation of protein levels during synaptic downscaling, with only 162 proteins commonly regulated in both the somatic and process compartment (Fig 4B). Comparable with the RNA‐data, GO‐term analysis of differentially expressed proteins indicated a strong enrichment of synaptic proteins among PTX‐downregulated proteins (Appendix Fig S9). Importantly, although many of the top‐ranking PTX‐regulated mRNAs were not detectable by proteomics, PTX‐dependent changes in RNA and protein levels in both compartments strongly correlated, in particularly for genes encoding synaptic proteins (Fig 4C and EV4A and B; Appendix Fig S10A and B), e.g. preferential downregulation of Shank1, Dlg3, Crtc1 and Map1a in the process‐ and Grin2b, Slc2a13 in the somatic compartment, respectively. 

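At the RNA level, the log2 fold change after PTX of Shank1 was -1.12 in processes (standard error 0.197, adjusted p = 0.0135, quasi-likelihood test) and -0.61 in somata (adjusted p = 0.151, or 0.00406 with the replicate number as a block). Crtc1 changed by -0.81 in processes (adjusted p = 0.0473) and -0.28 in somata (adjusted p = 0.562), and Map1a by -0.75 (adjusted p = 0.0211) and -0.35 (adjusted p = 0.266, or 0.035 with the block). With only the 4 libraries compared, neither Crtc1 nor Map1a passed in processes, and Crtc1 did not with library size only either. For Dlg3 the change in somata was -0.37 (adjusted p = 0.222, or 0.00668 with the block). The interaction of these 4 genes ranged from -0.53 to -0.14, with unadjusted p-values from 0.078 to 0.514. Grin2b changed by -0.40 in somata (standard error 0.118, adjusted p = 0.098) and by -0.38 in processes (standard error 0.128, adjusted p = 0.148), with an interaction of 0.02 (unadjusted p = 0.907), and both changes passed with the block (adjusted p = 0.00175 and 0.0135). Slc2a13 changed by -0.41 in somata (adjusted p = 0.0813, or 0.0075 with the block) and by -0.08 in processes (adjusted p = 0.837), with an interaction of 0.34 (unadjusted p = 0.0813). Without replicate 1 of processes control, the change of Shank1 in processes was -0.68. That of Grin2b in processes was -0.25 without replicate 2 of processes PTX, that of Slc2a13 in processes 0.00 without replicate 1 of processes PTX, and that of Crtc1 in somata -0.15 without replicate 2 of somata control. The proteomics data were not analysed here.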

A correlation of PTX‐dependent changes in RNA and protein levels is also observed for most of the candidates validated by qPCR (Fig 4D). However, for a few genes, PTX‐dependent changes in protein and RNA levels did not correlate. For example, Sort1 is significantly upregulated at the RNA level (Fig 3C), but decreased at the protein level in the process compartment (Fig 4D). This result suggests that additional regulatory mechanisms at the level of mRNA translation and/or protein turnover contribute to PTX‐dependent process expression of those genes. To obtain further insight about compartment‐specific effects of PTX on protein expression, we compared our dataset to a previous publication which investigated protein synthesis and degradation in response to the GABA‐A‐R antagonist bicuculline independent of cellular compartments (Dorrbaum *et al*, 2020). In general, we observed a significant positive correlation between protein logFC, suggesting that PTX and Bic induce similar proteomic changes (Fig EV5A). Interestingly, when focusing only on nascent proteins (those which are arguably more strongly correlated with RNA abundance), the correlation was much stronger for proteins which significantly change in the process compared to the somatic compartment (Fig EV5B–E). Accordingly, many of the proteins we found strongly downregulated in the process compartment (e.g Khsrp, Ccar) were only modestly altered in the study by Dorrbaum *et al*. Together, this result underscores the utility of our compartment‐specific approach for the detection of local changes in protein abundance at high spatiotemporal resolution.

**Figure 4:**
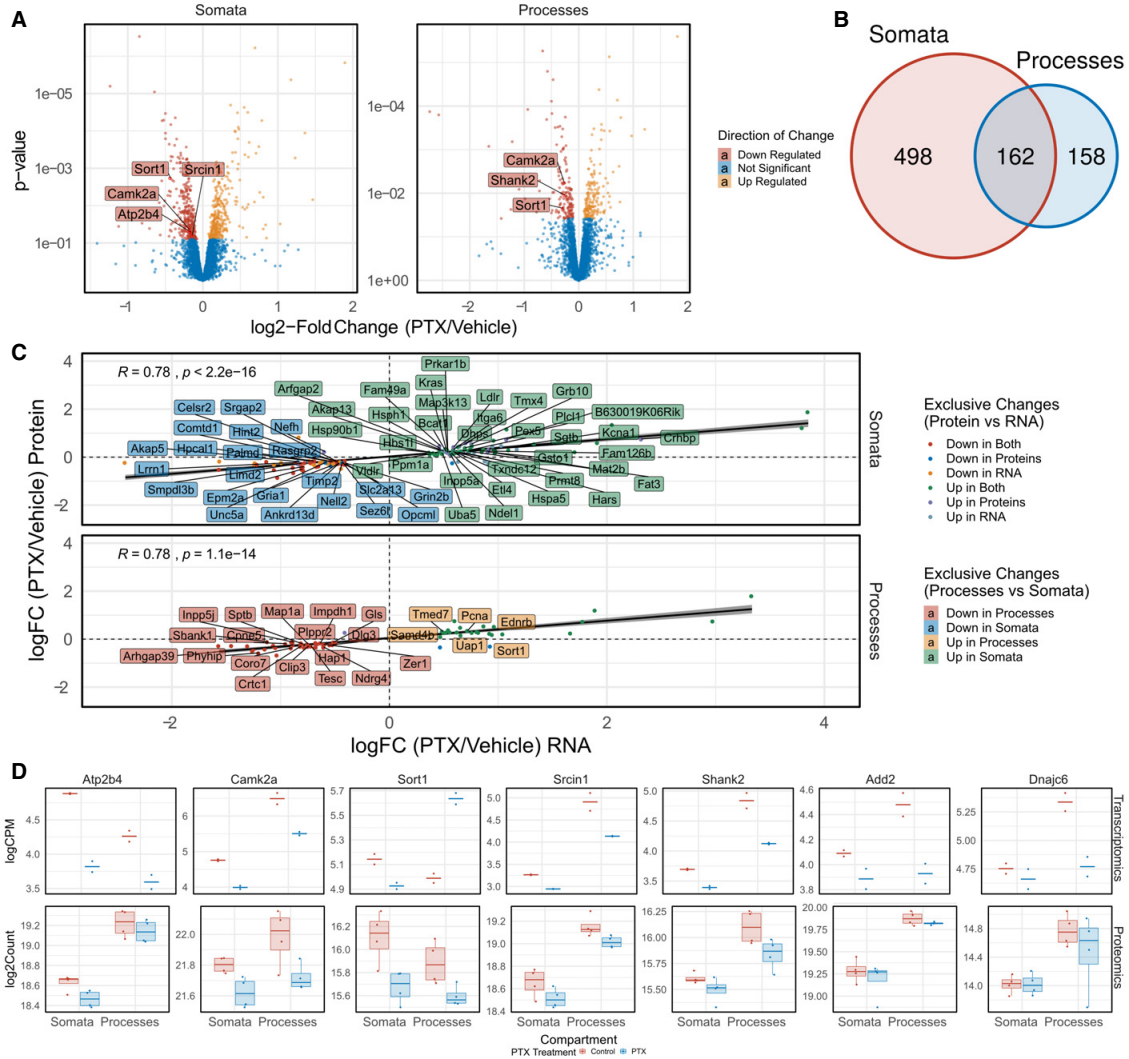
Compartment‐specific regulation of neuronal proteins by PTX Volcano plots representing proteins down‐ (red) or up‐regulation (yellow) after 48 h PTX in the somatic and process compartment. FDR < 0.5. Representative proteins are highlighted and labelled. Linear model was used to fit proteome data and subsequently contrasted using empirical Bayes statistics for PTX treatment effects across compartments.Venn‐Diagram of differentially expressed proteins between somatic and process compartment.Spearman rank correlation between log_2_‐fold changes of differentially expressed genes changing at the transcript and protein level. The statistical significance of Spearman correlations was calculated in the standard way, using Spearman's rho statistic. Regression lines indicate fitted linear models, with the light grey shaded areas depicting the 95% confidence interval.Representative plots of genes changing after PTX at the transcript and protein level. (Upper row: Scatterplots of transcript level; *n* = 2; crossbar represents mean. Lower row: Boxplot of protein levels; *n* = 4). Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).

**Figure EV4:**
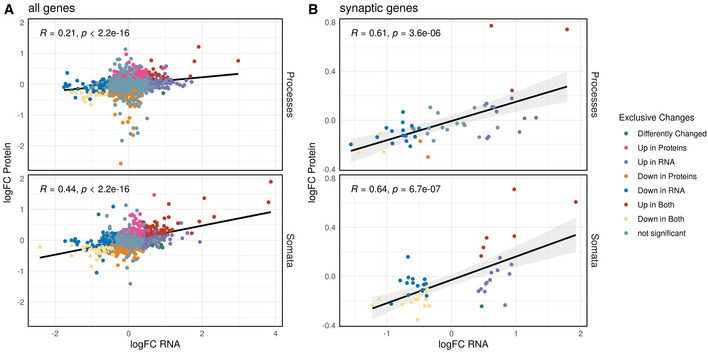
Correlation of changes in RNA and Protein abundance upon PTX treatment Pearson's correlation of RNA‐ and Protein logFC upon PTX treatment in both compartments. The statistical significance of Pearson correlations was calculated in the standard fashion, i.e. by testing against a null hypothesis of *r* = 0 using a *t*‐distribution with *N*‐2 degrees of freedom. Regression lines indicate fitted linear models, with the light grey shaded areas depicting the 95% confidence interval.
ACorrelation with all genes detected in both assays.BSubset of only synaptic genes (see Fig 6). Coloured are the changes in both compartments (RNA significance with FDR < 0.05, Protein significance with FDR < 0.5).

**Figure EV5:**
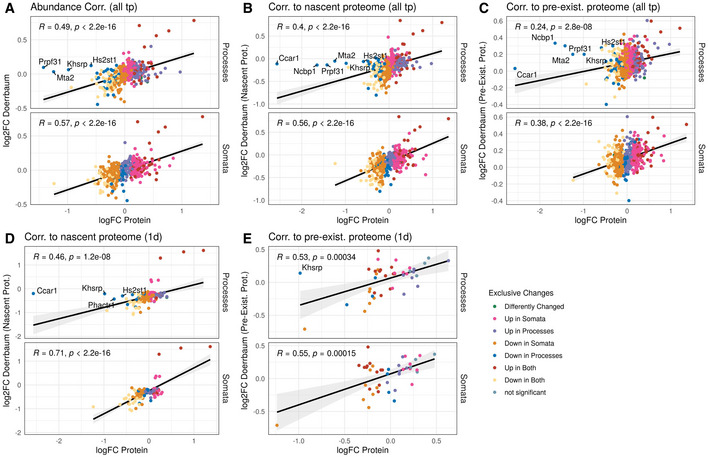
Comparison of PTX effects on protein changes to the dynamics published in Dorrbaum *et al* (2020) Pearson's correlation of significantly changing proteins (FDR < 0.5) upon PTX treatment in both compartments to protein dynamics determined by a whole cell SILAC experiment subsequent bicuculline treatment (Dorrbaum *et al*, 2020). The statistical significance of Pearson correlations was calculated in the standard fashion, i.e. by testing against a null hypothesis of *r* = 0 using a *t*‐distribution with *N*‐2 degrees of freedom. Regression lines indicate fitted linear models, with the light grey shaded areas depicting the 95% confidence interval. Proteins significantly downregulated in the processes compartment with a logFC of less than −0.5 are highlighted in the processes panel.
Correlation with changes in protein abundance as determined by Dörrbaum and colleagues upon bicuculline treatment over the time period of 7 days (three time points of protein collection).Correlation with changes of the nascent (newly synthesized) proteome over the 7 days' time course.Correlation with changes of the pre‐existing proteome over the 7 days' time course.Correlation with changes of the nascent proteome seen by Dorrbaum *et al* (2020) after the time point of 1 day.Correlation with changes of the pre‐existing proteome at the 1‐day time point.

In an effort to unequivocally address local regulation of nascent protein synthesis, we performed the previously published puromycin proximity ligation assay (PLA) (tom Dieck *et al*, 2015) for selected candidates (Fig 5). 

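In the RNA-seq data, Syn1 was measured at 106 ± 26.8 CPM (SD, n = 2) in processes of control cultures and 62.3 ± 1.52 CPM (SD, n = 2) after PTX, a log2 fold change of -0.76 (standard error 0.153, adjusted p = 0.0229, quasi-likelihood test). In somata the level was 63.6 ± 2.95 CPM in control and 48.7 ± 0.183 CPM after PTX, a log2 fold change of -0.38 (standard error 0.148) with an adjusted p of 0.222, or 0.0135 with the replicate number as a block. The interaction of Syn1 was -0.38 with an unadjusted p of 0.103, and that of Camk2a was -0.32 with 0.15. In processes, Syn1 fell by 0.97 in replicate 1 and by 0.50 in replicate 2 on the log2 scale, and Camk2a fell by 1.72 and 1.15. The change of Syn1 in processes was -0.48 without replicate 1 of processes control, and with only the 4 libraries compared it did not pass.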

For this analysis, we chose Camk2a (downregulated in both somatic and process compartment) and Syn1 (downregulated selectively in the process compartment) based on our results from RNA‐seq and proteomics. Whereas puncta labelling nascent Camk2a protein were significantly reduced in both the somata and dendrites of PTX‐ compared to mock‐treated neurons (Fig 5A and C), Syn1 puncta density was only significantly reduced in dendrites and remained unchanged in somata (Fig 5B and C). In the absence of puromycin treatment (lower panels in Figs 5A, B and D), signal intensity was strongly reduced, demonstrating the specificity of the assay. Together, these data confirm the compartment‐specific regulation of nascent protein synthesis by PTX for selected candidates.

**Figure 5:**
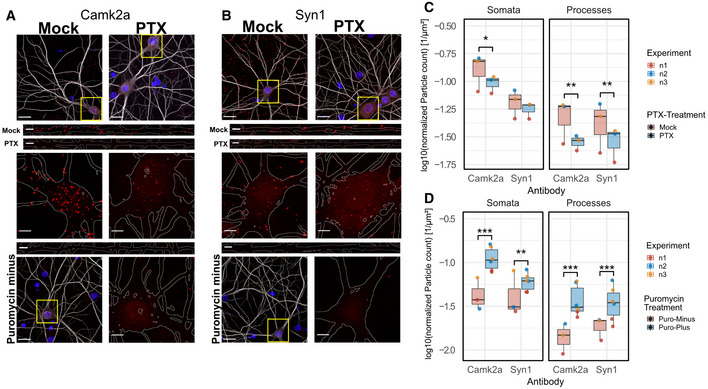
PTX‐mediated regulation of local translation Representative pictures of nascent Camk2a‐peptides in mock‐ and PTX‐treated neurons. Upper Panels: Representative overview images with merged channels (grey: MAP2‐staining, red: Duolink‐PLA signal, blue: Hoechst nuclear staining). Middle Panels: Magnifications of boxed areas marked in (A). MAP2 signal was used to outline somata and dendritic processes (white lines). Lower Panels: Negative control of puromycin‐untreated cells with representative Duolink signal in dendrite and soma, respectively. (Scale bars: in overview images 20 μm, in inserts of higher magnification 5 μm).Same as (A) with nascent Synapsin1‐peptides.Quantification of Duolink‐particle density of (A) and (B) assessing PTX treatment effect. *n* = 3 independent experiments with 10 images averaged per condition and experiment; Three‐way ANOVA followed by Tukey's *post hoc* multiple comparison test; *P < 0.05; **P < 0.01).Quantification of Duolink‐particle density of (A) and (B) assessing Puromycin‐treatment effect. *n* = 3 independent experiments for Puromycin‐Minus and *n* = 6 data points for Puromycin‐Plus conditions (PTX and mock conditions combined together across *n* = 3 independent experiments, taken into account in ANOVA model) with 10 images averaged per condition and experiment; three‐way ANOVA followed by Tukey's *post hoc* multiple comparison test; **P < 0.01, ***P < 0.001).Data information: Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).

Next, we sought to characterize the molecular mechanisms which underlie the compartment‐specific regulation by PTX, focusing on dynamic changes in mRNA levels. Untranslated regions (UTRs) of mRNAs are considered as important determinants of both mRNA localization and post‐transcriptional regulation. 3′UTRs in particular contain sequence elements for trans‐acting post‐transcriptional regulators, such as RNA‐binding proteins (RBPs) and miRNAs (Fig 6A). We first determined the average 3′UTR length in genes regulated in a compartment‐specific manner (Fig 6B). 3′UTRs of PTX‐downregulated genes were slightly longer in comparison with upregulated genes in both the somatic and process compartment, although the difference was only statistically significant in the former compartment. Thus, 3′UTR length differences alone unlikely explain the high degree of compartment‐specific gene regulation during synaptic scaling.

**Figure 6:**
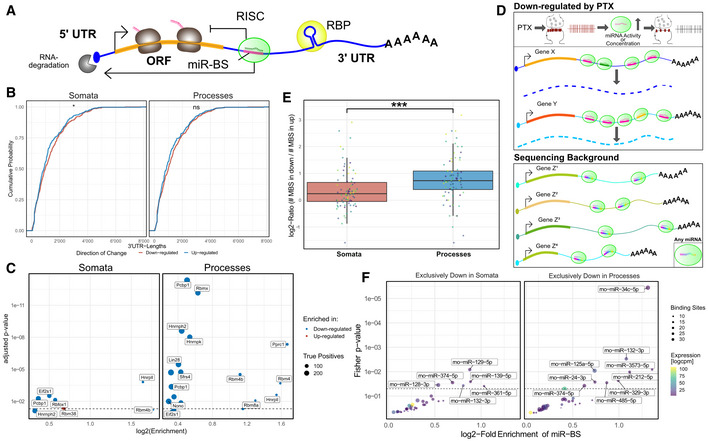
3′ UTR‐dependent mechanisms of regulation by RBPs and miRNAs Schematic of cis‐acting RNA‐binding proteins (RBPs) and microRNAs (miRNAs) and their effects on mRNA stability.Cumulative distribution of 3′‐UTR lengths of down‐ and upregulated genes in either compartment. Two‐sample Kolmogorov–Smirnov test; ns > 0.05, *P‐value < 0.05.Enrichment analysis for RBP motifs in down‐ and upregulated genes in either compartment. Fisher's exact test was used to perform enrichment analysis; FDR‐corrected.Schematic of miRNA‐binding site (MBS) enrichment. PTX‐mediated synaptic downscaling might lead to a local increase in miRNA abundance or activity. These effects can be potentially captured by testing for an enrichment of MBS in 3′UTRs of downregulated genes in comparison with the sequencing background (expressed genes).Log_2_‐Ratios of the number of miRNA‐binding sites found in significantly up‐ vs downregulated genes in the somata (red) or processes (blue). Elevated ratio in processes indicates that miRNA‐binding sites are more frequent in transcripts downregulated by PTX in processes. Non‐parametric Mann–Whitney *U*‐test was used to test difference (mean somata: 0.37 vs mean processes: 0.783); ***P‐value < 0.0001; *n* = 80 miRNAs, represented as coloured data points. Boxplots: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: until last data point within 1.5× interquartile range (IQR).Enrichment of MBS in genes that are exclusively downregulated in somata or processes compared to the sequencing background. The significant miRNA families (*P*‐value < 0.05 and log_2_‐fold enrichment > 0.5) are labelled by a representative miRNA. See Methods for detailed statistical analysis.

Subsequently, we investigated the compartment‐specific enrichment of specific sequence motifs located within 3′UTRs. We first interrogated overrepresentation of RBP binding motifs determined in a previous large‐scale *in vitro* study (Ray *et al*, 2013) in the 3′UTRs of PTX‐regulated mRNAs (Fig 6C). Whereas only five motifs were significantly (adjusted *P*‐value < 0.05) overrepresented in PTX‐regulated somatic mRNAs, 16 motifs fulfilled these criteria in PTX‐regulated process‐enriched mRNAs (Fig 6C). Interestingly, only one motif in total could be recovered from PTX‐upregulated genes, suggesting that RBPs acting by 3′UTR‐dependent mechanisms are mostly involved in PTX‐mediated gene repression. Among the motifs, most highly enriched in PTX‐downregulated genes in somata is the Rbfox1 consensus binding site (GCAUG). This fits well with our previous results showing an important role of Rbfox1 in synaptic scaling at the level of the entire neuron (Rajman *et al*, 2017). Concerning process‐enriched RBP motifs, many of them are recognized by known regulators of mRNA stability and translation (e.g. hnRNP‐K (Folci *et al*, 2014; Bottini *et al*, 2017; Leal *et al*, 2017), Nono (Bottini *et al*, 2017) and Lin‐28 (Amen *et al*, 2017)). This suggests an important contribution of RBPs to compartment‐specific gene regulation during synaptic scaling.

miRNAs represent an additional class of gene‐specific regulatory molecules that negatively affect mRNA expression by recruiting a silencing protein complex to specific sites (miRNA‐binding sites, MBS) in 3′UTRs (Bartel, 2009). To estimate miRNA contribution to PTX‐dependent regulation, we performed an MBS enrichment analysis. Briefly, the number of MBS within a gene set of interest (i.e. PTX‐downregulated genes in the process compartment) were compared to those present in the sequencing background (Fig 6D; see Materials and Methods for further details). We calculated enrichment scores for MBS of neuronally expressed miRNAs (*n* = 221) in the 3′UTR of genes that are downregulated by PTX in a compartment‐specific manner. In both compartments, MBS were on average more abundant in PTX down‐ compared to upregulated genes (log_2_[PTX/control] > 0; Fig 6E), as expected. However, the enrichment value (log_2_‐fold ratio) obtained from processes was significantly higher compared to somata (Fig 5E; *P* < 0.001). Taken together, these results suggest that miRNA‐dependent mRNA repression plays a particularly important role in the process compartment during synaptic downscaling. At the level of individual miRNA families, specific sets of MBS were significantly enriched over background in PTX‐downregulated genes in either the somatic or process compartment (Fig 6F). Our approach independently identified miR‐129‐5p, which we previously showed to be required for synaptic downscaling (Rajman *et al*, 2017), as the miRNA whose binding motifs were most strongly enriched in PTX‐downregulated genes in the somatic compartment. This finding indicates that our approach is able to identify functionally important miRNAs solely on the basis of differential expression analysis. On the other hand, our enrichment analysis identified an overrepresentation of several miRNA‐binding motifs in mRNAs that are specifically downregulated by PTX in the process compartment, such as the activity‐regulated miR‐132/212 (Wayman *et al*, 2008), miR‐24‐3p, miR‐125a‐5p, and the miR‐379‐410 cluster members miR‐329‐3p and miR‐485‐5p (Lackinger *et al*, 2019). One miRNA that appears to be specifically active in dendrites during PTX‐induced downscaling is miR‐34c‐5p, a member of the miR‐34/449 family (Fig 5F, Appendix Fig S11). A total of 53 PTX‐downregulated genes in processes contain miR‐34/449 binding motifs in their 3′UTRs, including important synaptic regulatory proteins such as Add2, Shank3, Cntn2, Cacng2, Scn2b, Mpp2 and Crtc1 (Torc1) (Fig 7).

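The miRNA sites were not analysed here, and only the RNA changes of the named genes are given. After PTX, Cntn2 changed by -1.60 in processes (standard error 0.237, adjusted p = 0.00567, quasi-likelihood test) and by -1.10 in somata (adjusted p = 0.00587). For Cacng2 the values were -1.11 in processes (adjusted p = 0.0132) and -0.67 in somata (adjusted p = 0.0746), and for Mpp2 -0.71 (adjusted p = 0.0324) and -0.47 (adjusted p = 0.0991). Scn2b fell by 0.56 on the log2 scale in both compartments, with an adjusted p of 0.0752 in processes and 0.0389 in somata. It did not pass in somata with DESeq2 or with library size only, and Mpp2 did not pass in processes with only the 4 libraries compared. The change in processes was -0.47 for Mpp2 and -0.22 for Shank3 without replicate 1 of processes control. Under the replicate block, Cntn2, Cacng2, Mpp2 and Scn2b passed in both compartments, with adjusted p-values of at most 0.0175. Add2, Shank3 and Crtc1 had log2 fold changes in processes between -0.82 and -0.53, and with the block Add2 passed in somata as well, while Shank3 (adjusted p = 0.338) and Crtc1 (adjusted p = 0.3) did not. None of the 7 genes had an adjusted interaction p under 0.05 with the block, and at an unadjusted p under 0.05 without it, Add2 was the only one (0.0199).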

**Figure 7:**
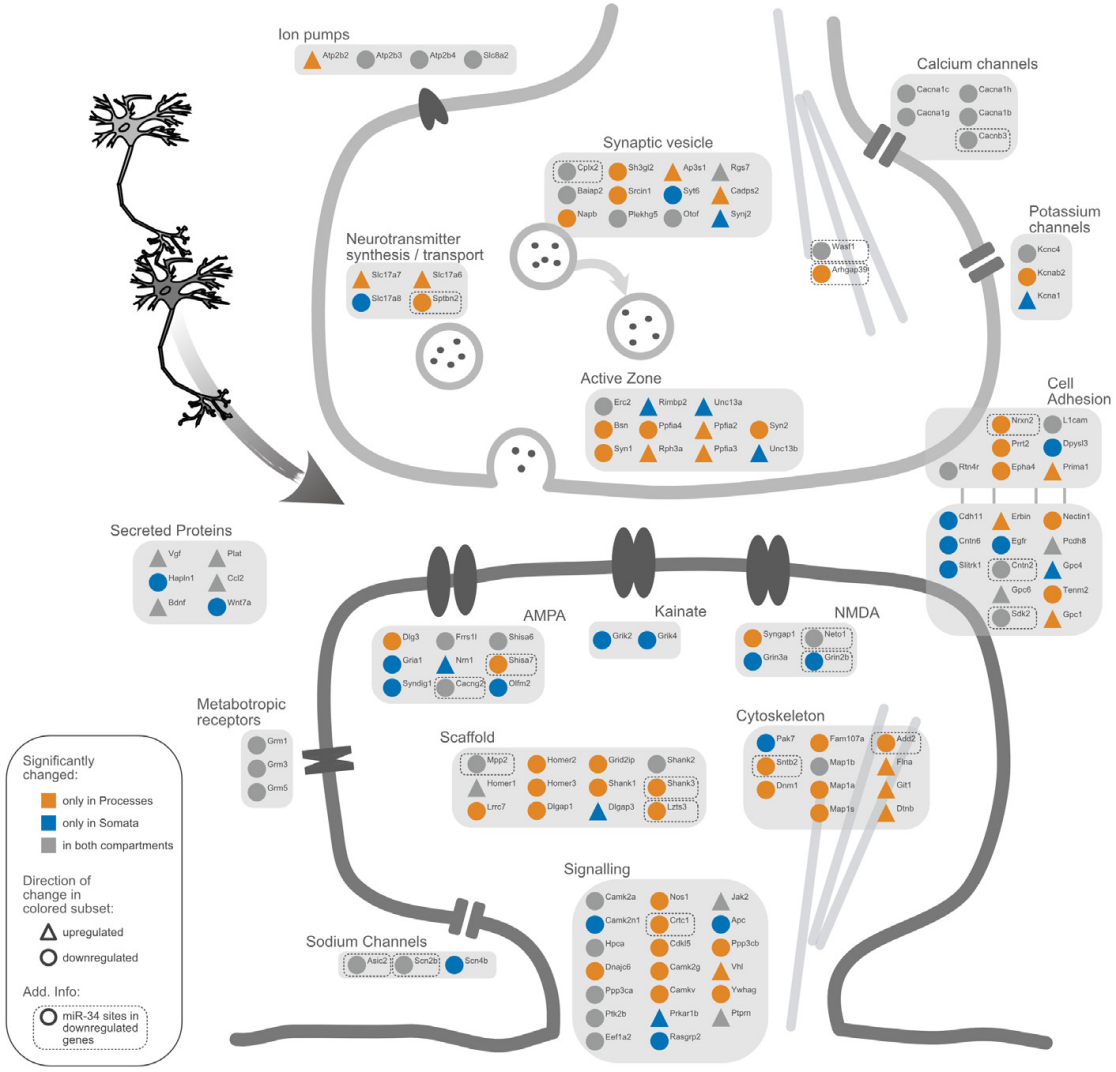
PTX‐mediated changes in synaptic genes Schematic representation of significantly changing genes (compartment RNA‐sequencing) associated with excitatory synapses. Genes differentially expressed in only one compartment are highlighted with either yellow (processes compartment) or blue (somata compartment). The direction of change is illustrated as symbol shape (circle = sign. downregulated genes, triangle = sign. upregulated genes). miR‐34 family binding sites in sign. Downregulated genes are marked with a dashed line.

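All 131 genes drawn in Fig 7 were among the tested genes, and with the likelihood ratio test each fell in the class and direction drawn. Of the 55 genes drawn for processes only, 26 passed in processes only with the quasi-likelihood test and 29 passed in neither compartment. For the 46 genes drawn for both compartments these numbers were 30 and 6, and for the 30 genes drawn for somata only they were 12 and 18. Under the replicate block, 28 of the 55 and 10 of the 30 genes passed in both compartments. Of the 55 genes, 50 moved in the same direction in somata, with a median log2 fold change of -0.28 there and -0.58 in processes. Of the 30 genes for somata only, 28 moved in the same direction in processes, with medians of -0.52 in somata and -0.19 in processes. The interaction had an adjusted p under 0.05 for 0 of the 131 genes over all tested genes and for 2 when adjusted over the list alone, and 26 had an unadjusted p under 0.05. With the block the numbers were 5 over all tested genes and 28 over the list alone. Because the study picked the 131 genes from these libraries, the counts over the list alone are not independent evidence.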

Taken together, compartment‐specific regulation of neuronal transcripts during synaptic downscaling is associated with specific 3′UTR features, including unique miRNA and RBP motifs. Post‐transcriptional regulation by miRNAs and RBPs appears to be particularly widespread during PTX‐mediated downregulation of synaptic genes in the process compartment.

## Discussion

In this study, we provided the first comprehensive analysis of compartmentalized gene expression during synaptic plasticity, more specifically in response to homeostatic synaptic downscaling induced by prolonged treatment of primary rat hippocampal neurons with the GABA‐A‐R blocker PTX. A major outcome of our study was the observation that PTX treatment induces compartment‐specific changes in the neuronal transcriptome and proteome. The existence of local and global mechanisms in homeostatic plasticity has been known for some time (Turrigiano, 2012), but a clear picture of how homeostatic feedback is structured at the molecular level has not yet emerged. Our study lends further support to the hypothesis that local synaptic and neuron‐wide mechanisms co‐exist in neurons and act in concert to counteract excessive excitation which would inevitably occur if feedforward Hebbian plasticity operated unconstrained (Rabinowitch & Segev, 2008).

What distinguishes the somatic and process compartment during synaptic scaling? Some clues might come from our GO‐term analysis, which showed a strong overrepresentation of genes involved in the regulation of neuronal excitability (e.g. ion channels, transporters, receptors) in the cell body, whereas the majority of regulation of structural synaptic genes (e.g. postsynaptic scaffolds, cytoskeletal proteins) occurred in the process compartment (Fig 7). Consistent with this observation, many of the process‐regulated mRNAs are known dendritic mRNAs, e.g. Shank1/3 and Homer2 and Syngap1, and have recently been shown to be preferentially translated in the synaptic neuropil *in vivo* (preprint: Glock *et al*, 2020). On the other hand, “neuronal excitability genes” encode mostly transmembrane proteins, for which the somatic biosynthesis machinery might represent the major source, although dendritic translation has been demonstrated for some of these genes. Thus, mRNA sorting under basal conditions might already pre‐determine compartment‐specific responsiveness during scaling or other plasticity‐inducing cues.

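To compare basal enrichment with the response to PTX without shared libraries, the log2 enrichment of control cultures was taken from 1 replicate and the PTX effects from the other. Among the 1458 genes called by the likelihood ratio test in either compartment, the Spearman correlation between basal enrichment in processes and the difference of the PTX effects, processes minus somata, was -0.008 with the enrichment from replicate 1 and -0.118 with the enrichment from replicate 2. Across all 14309 genes the correlations were 0.048 and 0.017. Lowered genes enriched in processes had median differences of -0.202 (n = 151) and -0.429 (n = 112), in the same order of replicates. Lowered genes enriched in somata had -0.023 (n = 59) and 0.074 (n = 74). The 1458 genes were called on all 8 libraries, so only the values across all genes are free of shared libraries.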

What are the molecular mechanisms underlying the compartment‐specific regulation during synaptic scaling? In principle, compartment‐specific mRNA changes could be a result of altered mRNA transcription, transport, stability and translation, or combinations thereof. Our experimental setup does not allow to disentangle these intimately coupled processes. However, several lines of evidence suggest that increased mRNA degradation could play a major role, at least in the context of downregulation of synaptic gene expression in processes. First, mRNA and protein levels of differentially expressed genes strongly correlated in both compartments (Figs 4C and EV4), which argues in favour of a mechanism which involves alterations in mRNA abundance. Second, PTX did not uniformly reduce mRNA levels of synaptic genes across departments and also did not affect short‐lived mRNAs more strongly (Appendix Fig S5), as would have been expected if these changes were purely a result of transcriptional inhibition. Third, we did not obtain evidence for a massive PTX‐dependent relocation of candidate mRNAs between compartments from RNA‐seq and smFISH (Fig 3B), arguing against a major contribution of PTX‐regulated RNA transport. In this regard, the inhibitory effects of PTX observed in the local mRNA translation assay (Puro‐PLA) might be primarily a consequence of reduced levels of the corresponding mRNAs, although additional effects on mRNA translation efficiency cannot be ruled out. 

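No gene passed in opposite directions in the 2 compartments, either among the 249 genes common to both in the quasi-likelihood test or among the 463 in the likelihood ratio test. At an unadjusted p under 0.05 in both compartments, 9 of 1105 genes had opposite directions. Under the replicate block, 3 of the 882 common genes did, namely Sort1, Slc17a7 and Atp2b2. Slc17a7 changed by -0.33 in somata and by 0.73 in processes, with adjusted p-values with the block of 0.0182 and 1.42e-05, and without it of 0.249 and 0.0172. For Atp2b2 the changes were -0.30 and 0.47, with adjusted p-values of 0.0259 and 0.00154 with the block and 0.206 and 0.0518 without it. The libraries of a compartment are scaled to one another and show relative changes, not absolute amounts. A transfer of RNA that is small against the amount in one compartment need not give a measurable change there. The small number of opposite changes therefore cannot exclude a transfer.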

In the future, more direct approaches to investigate local mRNA degradation (e.g. TREAT (Horvathova *et al*, 2017), 4‐thiouridine metabolic labelling (Herzog *et al*, 2017)) will have to be performed.

The striking overrepresentation of motifs for miRNAs and RBPs in 3′UTRs of PTX‐regulated genes which are selectively downregulated in processes (Fig 6C and F) further suggests that gene‐specific post‐transcriptional mechanisms might play a particularly important role in the local control of synaptic gene expression. Regarding miRNAs, many of the PTX‐downregulated synaptic genes (e.g. Add2, Shank3, Cntn2, Cacng2, Scn2b, Mpp2) contain binding sites for the miR‐34/449 family. A synaptic function of miR‐34 was very recently reported in *Drosophila*, where it controls pre‐ and postsynaptic function at the neuromuscular junction (NMJ) (McNeill *et al*, 2020). miR‐34 has also been implicated in stress‐associated disorders, e.g. anxiety and epilepsy (Sano *et al*, 2012), providing potential links between miR‐34, synaptic scaling and neurological disease which should be explored in the future. Additional candidate miRNAs for follow‐up studies include miR‐24, miR‐132 and miR‐125, which are high‐ranking synaptic miRNAs according to a recent study (Epple *et al*, 2021). Concerning RBPs, motifs for several members of the hnRNP family, Lin‐28 and Nono were specifically enriched in “process down genes”, consistent with their reported presence in dendritic RNA granules (Kanai *et al*, 2004). Among them, hnRNP‐K might be a strong candidate for follow‐up experiments. Since hnRNP‐K has mostly stabilizing functions on mRNA (Nagano *et al*, 2006; Shanmugam *et al*, 2008; Proepper *et al*, 2011), one possible scenario is that it counteracts miRNA activity under basal conditions and is subsequently inactivated upon scaling. In a broader context, specific combinations of motifs for trans‐acting regulatory factors (“regulons”) might underlie the spatiotemporal control of neuronal gene expression in response to extracellular cues.

What could be the biological relevance of compartmentalized gene expression during homeostatic scaling? One can speculate that it might allow neurons to maintain excitability while taking into account individual plasticity needs of synapses or dendritic domains (Rabinowitch & Segev, 2006). Intriguingly, a very recent study described the local allocation of proteins in so‐called “synaptic neighborhoods”, about 10 μm long dendritic domains, in a related form of homeostatic plasticity, synaptic upscaling (preprint: Chao Sun, 2020). In agreement with our results, many of these allocated proteins might arise from local dendritic mRNA translation. Thus, local or quasi‐local mechanisms operating at the level of synapses, neighbourhoods or dendritic domains might represent a common feature of homeostatic plasticity in excitatory neurons.

In conclusion, system‐wide approaches like the one presented here might help to disentangle the spatiotemporal logic of the complex regulatory networks underlying synaptic plasticity and homeostasis and their aberrations in diseases such as epilepsy and autism.

## Materials and Methods

### Cell culture, transfection and stimulation

Primary cultures of Sprague Dawley rats (Charles River Laboratories, Sulzfeld, Germany) embryonic hippocampal neurons were prepared as described previously (Schratt *et al*, 2006) and plated onto porous membrane cell culture inserts as described previously (Bicker *et al*, 2013). For stimulation, 18DIV neurons were treated either with Picrotoxin (PTX; 100 μM final concentration, Sigma) or vehicle (ethanol absolute) for 48 h and lysed at 20DIV. All animal experiments were carried out under institutional guidelines (ZH196/17 Kanton Zürich Gesundheitsdirektion Veterinäramt).

### Electrophysiology

Whole cell patch clamp recordings were performed on an upright microscope (Olympus BX51WI) at room temperature. Data were collected with an Axon MultiClamp 700B amplifier and an Digidata 1550B digitizer and analysed with pClamp 11 software (all from Molecular Devices). Recording pipettes were pulled from borosilicate capillary glass (Harvard Apparatus; GC150F‐10) with a DMZ‐Universal‐Electrode‐Puller (Zeitz) and had resistances between 3 and 4 MΩ.

Miniature EPSC (mEPSC) were recorded from primary cultured hippocampal neurons after 48 h of picrotoxin treatment at DIV 21–23. The extracellular solution was composed of (in mM) 140 NaCl, 2.5 KCl, 10 HEPES, 2 CaCl_2_, 1 MgCl_2_, 10 glucose (adjusted to pH 7.3 with NaOH), the intracellular solution of (in mM) 125 K‐Gluconate, 20 KCL, 0.5 EGTA, 10 HEPES, 4 Mg‐ATP, 0.3 GTP and 10 Na_2_‐Phosphocreatine (adjusted to pH 7.3 with KOH). 1 μM TTX and 1 μM Gabazine were added to the extracellular solution to block action‐potential driven glutamate release and GABAergic synaptic transmission, respectively. Cells were held at −70 mV. The sampling frequency was 5 kHz and the filter frequency 2 kHz. Series resistance was monitored, and recordings were discarded if the series resistance changed significantly (≥ 10%) or exceeded 20 MΩ.

### Single molecule fluorescence *in situ* hybridization

Dissociated hippocampal neurons were fixed at 20DIV using 4% paraformaldehyde/4% sucrose/PBS for 30 min at room temperature. FISH was performed using the QuantiGene (QG) ViewRNA kit (Affymetrix) according to the manufacturer's protocol using probes for Add2, Dnajc6 and Sort1. The protease treatment step was omitted in to maintain dendritic integrity. After completion of the FISH protocol, cells were processed for immunostaining, using an anti‐MAP2 antibody (1:1,000, Sigma Cat. Nr.: M9942, RRID: AB_477256) in GDB buffer (0.02% gelatin–0.5% Triton X‐100–PBS). Images were acquired on a Leica SP5 laser‐scanning confocal microscope. For z‐stack images of whole cells, 12 consecutive optical sections were taken at a 0.4 μm interval with a resolution of 1,024 × 1,024 pixels using a 63× objective and a digital zoom factor of 2.5. For images of cell bodies, 15 consecutive optical sections were taken at a 0.4 μm interval with a resolution of 512 × 512 pixels using a 63× objective and a digital zoom factor of 5. For all pictures, the pinhole was set to 1 AU. Laser settings were kept constant between experimental conditions. Maximum intensity projections of the z‐stacks were used for signal quantification, which was conducted in a blinded manner. The density of RNA particles was analysed by CellProfiler (Carpenter *et al*, 2006), using the MAP2 immunostaining as mask to define cell bodies and dendrites.

### Puromycin‐proximity ligation assay

Detection of translation foci was performed using an antibody against puromycin after metabolic labelling of ribosomes by puromycin and an antibody against the nascent peptide of interest as previously described (tom Dieck *et al*, 2015). The Duolink in situ orange PLA mouse/rabbit kit (Sigma) allows the spatial coincidence detection (< 40 nm) of these two antibodies via a rolling circle amplification step using fluorescently labelled oligonucleotides. For better background estimation, conditions where cells were left untreated of puromycin but processed with all respective antibodies, were included. In all conditions, cells were incubated with antibodies against puromycin (mouse anti‐puromycin [3RH11], 1:2,500, Kerafast, Cat. Nr.: EQ0001, RRID: AB_2620162), the peptide of interest (either rabbit anti‐Camk2a, 1:500, Thermo Fisher Scientific, Cat. Nr.: PA5‐84083, RRID: AB_2791235, 1:500 or rabbit anti‐Synapsin1, 1:500, Sigma, Cat. Nr. AB1543, RRID: AB_2200400) and the cell‐marker MAP2 (chicken‐anti‐MAP2, 1:1,000, Thermo Fisher Scientific, Cat. Nr.: PA1‐16751, RRID: AB_2138189).

In brief, primary hippocampal neurons were cultured on coverslips as described earlier and treated with 100 nM PTX for 48 h. Before fixation, cells were incubated with puromycin (3 μM final concentration, Invivogen) for 5 min or left untreated for control conditions, briefly rinsed twice with PBS and fixed in 4% sucrose‐PFA for 10 min at room temperature. Cells were then rinsed twice in PBS and incubated in permeabilization buffer (0.05% Triton X, 10% normal goat serum in PBS) for 5min at room temperature. After permeabilization, we proceeded with the Duolink Proximity Assay (Sigma) according to the manufacturer's protocol with slight modifications. The coverslips were placed on parafilm facing up in the wet‐chamber of the RNAscope HybEZ™ II oven (ACD), where all temperature‐sensitive steps were carried out. Cells were first treated with the supplied blocking buffer for 1 h at 37° and then immediately incubated with the primary antibody solution (mouse anti‐puromycin, rabbit anti‐peptide of interest and chicken anti‐MAP2 in supplied antibody diluent) for 1 h at room temperature. All subsequent incubation steps were followed by three washing steps of 5 min each in washing buffer A (supplied by the Duolink kit). After washing, cells were incubated in secondary antibody solutions (anti‐rabbit Plus‐probe, 1:5, anti‐mouse Minus‐probe, 1:5 and anti‐chicken Alexa Plus 647‐secondary antibody, 1:1,000, Thermo Fisher Scientific, Cat. Nr: A32933, RRID: AB_2762845) for 1 h at 37°C followed by a ligation step (30 min at 37°C) and amplification step (100 min at 37°C) according to manufacturer's protocol. The final washing steps consisted of three times 10 min with the supplied washing buffer B, followed by a brief nuclear counterstaining with Hoechst (1:10,000) in PBS and mounting on a glass slide using Aqua‐Poly‐Mount (Polysciences, Cat. Nr: 18606‐20). Imaging was performed within the next week, and the slides stored at 4°C upon further use. Images were acquired in a AiryScan Zeiss LSM 800 in Fast Airyscan optimal high‐resolution acquisition mode (1,920 × 1,920 pixels, Z‐Stacked with an interval of 0.18 μm across the whole cells) using a 63× 1.4 NA oil objective (Plan‐Apochromat 63×/1.4 Oil DIC M27). After inspection of proper Duolink signal and avoiding the edge of the coverslips, 10 images per condition and replicate were acquired using the MAP2‐channel and morphological assessment of the neurons as the only criteria for the selection of cells. Images were post‐processed using the Airyscan‐Processing function on the Zeiss Zen Blue acquisition programme. A custom Python‐script written in the context of the ImageJ‐framework (Schindelin *et al*, 2012) was used for image analysis and is freely available via the ImageJ‐update site (for more information https://github.com/dcolam/Cluster‐Analysis‐Plugin). In brief, to count the Duolink signal within the somatic compartment, a selection mask was created using the MAP2‐channel and the nuclei were detected within to get rid of astrocytic nuclei. The neuronal nuclei were expanded by 3 µm and used as a somatic mask to count the Duolink spots within. To create the selection mask for the process compartment, the somatic mask was inverted and used to detect the MAP2‐channel within the inverted somatic mask. The resulting selection was used as a mask for the process compartment, where the Duolink signal was counted. The count of Duolink signal was normalized by the area of the corresponding selection. The Duolink‐density was then averaged across biological replicate and condition and log_10_‐transformed.

### RNA extraction

RNA was extracted from primary hippocampal neuronal cultures using either peqGOLD Isolation Systems TriFast™ (Peqlab) to prepare sequencing library or mirVana™ total RNA Isolation Kit for quantitative real‐time PCR following the manufacturer's protocol. To remove potential DNA contamination, RNA samples were treated with TURBO™ DNase (Ambion) and RNA was re‐extracted as described before. Samples were stored at −80°C until further use. Prior to RNA extraction, compartmentalized cell culture system was pre‐processed as described (Zheng *et al*, 2001).

### Quantitative real‐time PCR

RNA was reverse‐transcribed with iScript™ reverse transcription supermix (Bio‐Rad) using random hexamers (total RNA) or oligo dT20primers (poly‐RNA) according to manufacturer's instructions. Quantitative real‐time PCR was performed with the Step One Plus Real‐Time PCR System (Applied Biosystems), using iTaq SYBR Green Supermix with ROX (Bio‐Rad) for detection of mRNA.

**Table:** 

Primers:	
*Sort1:*	*FW (ATCCACGTGTCAACAGACCA)*
	*Rev (CATGCATGAACACCATGTCA)*
*Add2:*	*FW (ACAAGGATGGAGGATAGTTCCCA)*
	*Rev (GCCTGTCCAGTCTCTGTCCT)*
*Srcin1:*	*FW (AGCGAGATGCGTTTATGGAC)*
	*Rev (GGTTGCTGCTCTCTCATCCT)*
*Shank2:*	*FW (AATGGTCGCTATCCCCGGAA)*
	*Rev (GTATCAGCTTTTGCCCCTCG)*
*Dnajc6:*	*FW (CGACCGTGGAAAAGGATCTA)*
	*Rev (AGGCCCCTTTTTGTCTTTGT)*
*Plk2:*	*FW (AGGATAGCACCATGGGAAGTGT)*
	*Rev (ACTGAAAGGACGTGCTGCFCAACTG)*
*Gapdh:*	*FW (GCCTTCTCTTGTGACAAAGTGGA)*
	*Rev (CCGTGGGTAGAGTCATACTGGAA)*

### Ribo(−) RNA‐sequencing

Library preparation and sequencing were performed by the Max Planck‐Genome‐Centre Cologne, Germany (http://mpgc.mpipz.mpg.de/home/) for compartmentalized RNA samples. For the first step, rRNA depletion (Ribo‐Zero rRNA removal Kit [Illumina]) has been performed with 1 μg total RNA per sample (*n* = 2 samples per condition), followed by library preparation with NEBNext Ultra™ Directional RNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was performed as 100 bp single read sequencing on HiSeq2500™ (Illumina).

### Protein extraction

Primary hippocampal compartmentalized cultures were prepared as described earlier and treated at DIV19 with either 100 μM PTX or vehicle for 48 h. Inserts were then rinsed twice with ice‐cold phosphate buffered saline (PBS, Gibco™) and lysed using a cell scraper in home‐made RIPA‐buffer (150 mM NaCl, 1% Triton X‐100; 0.5% Sodium Deoxycholate; 1 mM EDTA; 1 mM EGTA; 0.05% SDS; 50 mM Tris pH 8) containing a protease inhibitor cocktail (1:1,000; Roche). Cell lysates were then homogenized by pipetting and centrifuged for 30 min at 13,000 *g* (4°C). The supernatant was snap‐frozen in liquid nitrogen and stored at −80°C until further use. Pierce™ BCA Protein Assay Kit (Thermo Scientific™) was used to quantify protein concentrations following the manufacturer's protocol. See Appendix for the method description of label‐free proteomics.

### Bioinformatic analysis

#### RNA‐Sequencing analysis

Adapter sequences were trimmed from the reads using Trimmomatic 0.38 with ILLUMINACLIP 1:30:10, LEADING:5, TRAILING:5, SLIDINGWINDOW:5:15 AVGQUAL:20 and MINLEN:30. The reads were then mapped to the rat genome Rnor 6.0 using Subread subjunc 1.33.16 and the Ensembl 96 transcript annotation, and quantified with featureCounts (v.1.6) (Liao *et al*, 2014). Counts were then aggregated to gene symbols and only genes with more than 20 reads in at least two samples for further processing.

Counts were then aggregated to gene symbols and only genes with more than 20 reads in at least two samples were considered for further processing.

Differential expression analysis was performed with edgeR (v. 3.28) (Robinson *et al*, 2010) using TMM normalization. Specifically, linear models were fitted using glmFit through all four conditions (∼ *compartment* * *treatment*), and differentially expressed genes were identified by testing for the *treatment* effect in each compartment using separate contrasts.

For the enrichment analyses, a compartment‐specific background of expressed genes was determined by taking only genes with more than 20 reads in at least two conditions within the respective compartment into account.

#### Proteomics data analysis

A comprehensive library of detected proteins was generated by combining a search against a *R*. *Norvegicus* reference proteome with exclusively reviewed entries (Swiss‐Prot, UP000002494, 8,104 proteins) with a search against a reference proteome containing also predicted entries (TrEMBL, UniProt UP000002494, 21,838 proteins) if proteins were undetectable in more than two samples. We detected 4,047 proteins with no missing values across all conditions out of the total 4,250 proteins. Values were first normalized by variance stabilizing transformation using the vsn package (version 3.54.0), and missing values were imputed using the MinProb function (*q*‐value < 0.01) of the DEP package (version 1.8.0).

The package limma (version 3.42.2) was used to perform differential expression analysis using a linear multiplicative model fitted through all four conditions (∼ *compartment* * *treatment*), and differential expression was computed using empirical Bayes statistics to contrast *treatment* and *compartment* effects.

#### GO enrichment analysis

Gene Ontology enrichment analysis was performed using the TopGo algorithm (v.2.40.0) (Alexa *et al*, 2006), essentially as described previously in (Lackinger *et al*, 2019).

For the compartment analysis (Fig 1D, Appendix Fig S1), significantly enriched genes with a logFC of greater than ± 1 were tested against the respective specific background. Subsequently, the Top 6/10 GO‐Terms in each ontology were plotted (with those filtered out that have more than 1,000 annotated genes in CC or more than 300 annotated genes in BP).

PTX GO‐terms were obtained by either testing exclusive gene sets (as characterized in Fig 2C) against the respective specific background (Fig 2D) or by testing all significantly down‐/upregulated genes in a specific compartment (Appendix Fig S6). For Fig 2D, the Top 5 obtained GO‐Terms of all three ontologies were sorted by *Enrichment* and of those, the Top 6 GO‐Terms plotted. GO‐Terms with more than 1,000 annotated genes in an ontology were filtered out.

GO‐Terms enriched in the proteomics dataset were identified by aggregating multiple detected protein isoforms and subsequently performing enrichment analysis of significantly changing proteins (criteria proteomics data analysis) with TopGo against the background of detected proteins. For plotting, GO‐terms with more than 500 annotated genes (CC) were filtered out.

#### miRNA‐binding site enrichment analyses

Predicted conserved MBS of rat conserved miRNA families (Targetscan 7.2) (Agarwal *et al*, 2015), were counted in exclusive gene sets as described in Fig 2C and tested for an enrichment against the specific background using a hypergeometric test on the number of binding sites (soon to be made available on Bioconductor).

We considered only those miRNAs, which are considerably expressed in hippocampal neurons at this developmental stage (expressed higher than the median of all detected miRNAs in Rajman *et al*, 2017).

#### 3′UTR length analysis

In order to get an estimate of the average 3′UTR lengths of genes present in somata and processes, genomic coordinates of the longest transcript associated with each detected gene were downloaded in R (AnnotationHub, Ensemble v.100, *Rattus Norvegicus*). As long 3′UTR isoforms are specifically prevalent in the brain (Miura *et al*, 2013), we chose to focus on these in our analysis.

Only 3′UTRs with a length of more than 20 nucleotides were considered for the comparisons.

#### RNA‐binding‐protein motif analysis

To identify enriched RBP motifs within 3′UTRs in differentially expressed genes, we extracted the matching FASTA sequences according to the criteria specified in the 3′UTR length analysis section. Sequences corresponding to differentially up‐/downregulated genes in each compartment upon PTX treatment were submitted to the AME‐tool of the meme‐suite (McLeay & Bailey, 2010) in combination with the CISBP database of known RBP motifs (Ray *et al*, 2013).

In AME, standard parameters were used with the *Average Odds Score* as scoring method and *Fisher*'*s exact test* for the enrichment estimation. RBP‐names in the plots were obtained by comparing the AME output motif_ID to the CISBP database motif_ID annotations.

#### Additional bioinformatical analyses

See Appendix for the method description of comparison to external dataset, Exon‐Intron split analysis (EISA) and analysis of half‐lives.

#### Graphical representations

Plots were generated using Affinity Designer, Cytoscape, BioRender.com & R (ggplot2 [v.3.3.1], ggpubr [v.0.4.0], ggsci [v.2.9] and ggrepel [v.0.8.1]).

#### Statistics

The number of independent experiments is indicated in the plots, if not explicitly specified differently in the methods section. Boxplots represent data as follows: central line: median; box: 25^th^ to 75^th^ percentile; whiskers: at most 1.5 times the interquartile range (IQR: distance between the 25^th^ to 75^th^ percentile); point outside: outliers outside the whiskers. Normality was tested using the Shapiro–Wilk test considering a *P*‐value under 0.05 non‐normally distributed. Normally distributed data were tested using one‐ or two sample Student's *t*‐test (always two‐sided) or ANOVA and otherwise for non‐normal data the non‐parametric counterpart tests Mann–Whitney *U*‐test or Kruskal–Wallis test. Differences in cumulative distributions were assessed by two‐sample Kolmogorov–Smirnow test. Bivariate correlation analysis between two variables was evaluated using the non‐parametric Spearman rank correlation or the parametric Pearson's correlation using the function ggscatter (from ggpubr).

Additional information about statistical tests not described in the figure legends are provided in the Appendix.

## Author contributions

DC performed proteomics, qPCR, Puromycin‐PLA‐experiments, RNA‐seq analysis and generated the figures. MR performed RNA‐seq. MS performed motif enrichment analysis. SB and MR performed and analysed the smFISH data. LvZ and JB supervised the proteomics experiments. JW performed electrophysiology experiments. CD helped with RNA‐seq data analysis. P‐LG supervised RNA‐seq and motif enrichment analysis. GS coordinated the project and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

## Data Availability

RNA‐seq data have been deposited to GEO (GSE155540): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155540 The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (PXD020745): http://www.ebi.ac.uk/pride/archive/projects/PXD020745 The following figures have associated raw data: Figs 1, 2 and 4, Appendix Fig S1–S7. Selected data are available at https://dcolamethins.shinyapps.io/Compartment_PTX_App/.

How the deposited data were processed for this re-analysis (not part of the article)

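Ribosome-depleted RNA of rat hippocampal neurons grown on filter inserts was sequenced from the somatic and the process compartment after 48 h of 100 μM PTX or vehicle, with 2 libraries for each of the 4 conditions. Conditions and replicate numbers were taken from the sample labels and the methods.

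The authors trimmed the reads with Trimmomatic, aligned them to the rat genome with Subread subjunc, quantified them with featureCounts and an Ensembl annotation and aggregated the counts to gene symbols. The deposited counts are whole numbers for 28909 symbols, without normalization. The authors also deposited the tables of their PTX comparisons, made with edgeR's glmFit, TMM normalization and a likelihood ratio test over all 4 conditions. In these tables the authors give log2 fold changes and log2 CPM, the likelihood ratio as a score, and its p-value and FDR. These tables were used only to compare calls, and 14299 of their 14309 symbols were matched to the count table. Because symbols were aggregated, gene copies that share a symbol cannot be separated, and reads of near-identical copies, overlapping genes and antisense genes are of uncertain origin.

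From the counts, genes with more than 20 reads in at least 2 libraries were kept (14309 genes) and TMM factors were computed with edgeR 4.0.16 in R 4.3.3. All 8 libraries were fitted together with 1 coefficient per condition, and glmQLFit and glmQLFTest gave a p-value per gene for PTX in somata, PTX in processes, processes against somata of control cultures, and the interaction, which is the PTX effect in processes minus that in somata. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and 0.05 was the threshold. Enrichment in a compartment also needed an absolute log2 fold change above 1. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels are CPM after TMM scaling, and log2 CPM was computed with a prior count of 2. Library totals ranged from 12290890 to 18455662 counts. Because mitochondrial rRNA took most counts of the process libraries, the genes outside the mitochondrial genome shared between 4703151 and 5492640 counts there, against 9518079 to 11228343 in somata. A median tested gene had 102.5 reads per library in processes and 289.25 in somata, so changes are less precise in processes.

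Gene sets were tested with camera of limma 3.58.1 (preset correlation 0.01) on log2 CPM, with fry as the alternative, and by Fisher's exact test among the genes called in 1 compartment only. Of 22 lists written beforehand, 20 had at least 2 tested genes. Named are the genes the paper names for its RNA-seq or draws in Fig 7, the members of reported lists, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 5 CPM and no overlap between the groups. No gene met that rule for the interaction.

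The numbers of the replicates pair the libraries. The difference between replicate 2 and replicate 1 across genes correlated with r = 0.54 between somata control and somata PTX, and with r between 0.27 and 0.37 for the other 5 pairs of conditions. The labels give the numbers, and the paper's text does not say what they mark. Adding the replicate number as a block lowered the common dispersion from 0.0132 to 0.00459, a coefficient of variation of 11.5% and 6.8%.

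Alternatives were the likelihood ratio test, DESeq2 1.42.0, scaling by library size only or upper quartile, no filter or a filter of at least 10 reads in every library, only the 4 libraries compared, the replicate block, other thresholds, and leaving out each library in turn, which gives values without a test. Alternatives added later are named as such. The tests were checked on simulated counts with 200 genes changed by a log2 of 1. Which genes neighbour each other and which lie on chromosome Y was taken from the RefSeq gene table of assembly GRCr8, a later assembly than the one the authors mapped to. The qPCR, imaging and proteomics data, exon usage, intronic reads, GO annotation, 3′UTR lengths and binding sites were not analysed here. Some single genes are not reported here.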

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

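The tests of explanations in this part, and the comparisons with random lists, were chosen only after the result was seen. The interaction was set beforehand for every gene and list. The replicate block, the scalings and leaving out each library were among the alternatives listed beforehand. The p-values of genes are from edgeR's quasi-likelihood test.

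With the replicate number as a block, 15 genes had a PTX effect that differed between the compartments at an adjusted p under 0.05, against 0 genes without the block (572 at an unadjusted p under 0.05). Of the genes named by the paper or drawn in Fig 7, Sort1 had a difference, processes minus somata, of 1.25 on the log2 scale (adjusted p with the block 1.24e-05), Slc17a7 of 1.07 (0.000451), Atp2b2 of 0.77 (0.0116), Rph3a of 0.71 (0.0386) and Gpc1 of 0.64 (0.0495), and Dnajc6 of -0.70 (0.0225). In simulated counts the block recovered 76% of 200 differing genes with 11 false calls, so some of the 15 may be false. Those counts were drawn from the fit with the block, so the share of false calls may be higher in the libraries. Low counts are argued against for Sort1 and Slc17a7, whose lowest count in any library was 1111. The lowest difference of the 2 genes under the 3 scalings was 1.06, but the scalings moved the median difference of all genes only between -0.03 and 0.02, so normalization and a response that differs cannot be told apart by this test. Sort1, Slc17a7, Atp2b2 and Gpc1 fell in somata and rose in processes in both replicates. From these libraries alone, a response to PTX that differs between compartments stays open as a hypothesis, since it was found and tested on the same data. A change in RNA transport or stability was not tested. For Sort1 and Dnajc6 the paper gives evidence from other experiments, which were not analysed here. By smFISH it reports more Sort1 and fewer Dnajc6 puncta in dendrites after PTX, with somatic puncta unaffected. It also reports regulation of Sort1 by qPCR.

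Grik2 moved in opposite directions in the compartments in every pair of replicates. It fell in somata (-0.39 and -0.42, adjusted p = 0.1, or 0.00183 with the block) and rose in processes (0.13 and 0.01), a difference of 0.48 with an unadjusted p of 0.0222. The difference did not pass the adjusted threshold, with 0.241 under the block, and no technical or biological explanation was tested for it.

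The 22 postsynaptic scaffold genes differed by a median of -0.33, with 16 of 22 lower in processes in both replicates. The difference passed with camera and not with fry (adjusted p = 0.735). Among 10000 random lists of the same size and expression the lowest median was -0.19. The study named 18 of the 22 genes from these libraries, so lists that were not chosen in this way are no measure for them, and lower counts in processes and a difference in the response cannot be told apart by this test. The replicates gave -0.45 and -0.15. Without replicate 1 of processes control the median was -0.11, so the difference and an effect of this single library cannot be told apart with 2 libraries per condition.

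The 24 mitotic genes differed by a median of 0.41, and by 0.73 in replicate 1 and 0.09 in replicate 2, with 16 of 24 higher in processes in both. The highest median among 10000 random lists was 0.24. More glial cells after PTX cannot be told apart from a change in processes. No astrocyte marker rose by more than 0.40 in processes (median of 11 genes -0.12, or -0.02 without replicate 2 of processes control) and no oligodendrocyte lineage marker by more than 0.36, while the mitotic genes rose by a median of 0.88. However, all 11 astrocyte markers were higher in processes in the difference between compartments (0.05 to 0.38), and markers as abundant as Gfap would hide a small share of dividing cells, which keeps this open. More cell bodies beneath the filter after PTX cannot be told apart from a change in processes: RF00003, a small nuclear RNA, changed by -0.08 over both replicates, but by -0.85 in replicate 1 and 0.75 in replicate 2. In replicate 1 the mitotic genes rose by 1.08 while RF00003 fell. An effect of a single library cannot be told apart either, since the median was 0.23 without replicate 1 of somata PTX, inside the range of random lists from -0.32 to 0.24. The 8 condensin subunits differed by 0.33, by 0.16 without replicate 1 of processes control and by 0.57 without replicate 2 of somata PTX.

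Smaller differences passed with camera for 4 further lists, and none of them passed with fry. The median was 0.16 for ionotropic glutamate receptors (9944 of 10000 random lists were lower, and the replicates gave 0.29 and 0.05), -0.17 for potassium channels, -0.10 for the respiratory chain (adjusted p = 0.038 with camera) and 0.17 for astrocyte markers. With single libraries left out, the potassium channels ranged from -0.36 to -0.01, the latter without replicate 1 of processes control. The respiratory chain ranged from -0.14 to -0.06, the latter without replicate 1 of somata control. The astrocyte markers ranged from 0.08, without replicate 1 of somata PTX, to 0.35, without replicate 2 of somata PTX, and the receptors from 0.12 to 0.27, the latter without replicate 2 of somata PTX. No explanation was tested for these 4 lists.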

How the results depend on the processing

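The alternatives without the mitochondrial rRNA genes, and those that adjust the interaction over the genes called in either compartment, were chosen after seeing the data. All others were listed before the data were examined.

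The number of PTX-responsive genes depended on the test, the filter, the replicate block and the threshold. Against 513 genes in somata, 535 in processes, 249 in both and 0 by the interaction, the likelihood ratio test gave 972, 949, 463 and 4, and no filter on low counts gave 1141, 1129, 561 and 10. The replicate block gave 2002, 1601, 882 and 15. An adjusted p under 0.01 gave 172, 132 and 58. DESeq2 gave 4 genes by the interaction, and it kept 442 of the 513 and 503 of the 535 genes. With only the 4 libraries compared, somata gave 599 genes and processes 298. Of the latter, 160 were raised and 138 lowered, against 235 and 300 in the main fit. Counting a gene as common when it passed in 1 compartment and had an unadjusted p under 0.05 in the same direction in the other gave 591. Adjusted over the genes called in either compartment, the interaction gave 4 genes, and 132 with the block. Why these settings differ was not tested.

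Enrichment in control cultures depended on the scaling. Library size only gave 12116 enriched genes, 49 in processes and 12067 in somata, so that 0.4% lay on the process side against 60.5% with TMM and 40% with upper quartile normalization, which gave 1818 genes in somata. Library size only without the mitochondrial rRNA genes gave 4912, 648 and 4264. Testing the log2 fold change against 1 (glmTreat) gave 1061, 872 and 189. For PTX, 71.5% of the calls in somata were increases with library size only against 58.3% with TMM. In processes these shares were 51.9% and 43.9%, so the more frequent direction changed there. Falls stayed more frequent in processes with the likelihood ratio test (44.7% increases), DESeq2 (47.3%), upper quartile normalization (44.6%) and the replicate block (45.6%). With library size only, the log2 fold change in processes against somata was reversed for Shank2 (-0.11), Homer1 (-1.36), Dlg4 (-0.05), Syn1 (-1.09), Nono (-1.65), Syt7 (-0.88) and Grm5 (-0.96), and with upper quartile normalization for Nono (-0.05). These reversals follow from the shift of the median gene to -1.86 and -0.25.

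The correlation of PTX effects between compartments was 0.851, and 0.507 across all tested genes, 0.809 across genes called by the likelihood ratio test and 0.813 from replicate 1 for somata and replicate 2 for processes. It ranged from 0.833 to 0.865 across the 8 fits that each left out 1 library. Of the gene sets tested by compartment and by PTX, 11 passed with fry, against 10 in somata, 11 in processes and 11 for enrichment with camera. By the interaction 0 passed with fry and 7 with camera. Across 1351 values of named genes and sets under all alternatives, 1014 were the same, 42 weaker, 78 stronger, 8 reversed and 209 moved, of which 191 came from leaving out 1 library. The mean r between replicates was 0.982, and 0.979 with a prior count of 0.5 and 0.985 across genes with at least 10 reads in every library. The comparisons of 3′UTR length and of regulator sites were not run. Calls that were lost under a setting were, with only the 4 libraries compared, those of Homer2, Dnm1, Map1a, Crtc1, Syn1, Mpp2 and Homer1 in processes. With library size only they were Homer3 and Crtc1 in processes and Scn2b and Gabbr2 in somata, with DESeq2 Scn2b in somata, and with upper quartile normalization the enrichment of Homer1. The depth of the process libraries limits genes with few reads there, such as Tac1.

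The replicate block brought genes under an adjusted p of 0.05 that were not called without it. In somata these were Dnm1 (0.00612), Map1b (0.000144), Cacng2 (0.00642) and Mpp2 (0.00223). In processes they were Shank3 (0.00273), Dlg3 (0.00368), Dlgap1 (0.000803), Map1b (0.000122), Map1s (0.00249) and Camk2n1 (0.027). With camera the block brought under 0.05 the extracellular matrix list in somata (0.027) and processes (0.0497), the fibroblast and mural list in somata (0.00116) and processes (0.0306), and in somata the condensin subunits (0.0462), the oligodendrocyte lineage list (0.027) and the interneuron list (0.0136). Apart from these and the values given with the genes and lists above, the block changed no other call among genes whose log2 fold change is given for that comparison, nor of a list tested with camera.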

Differences from the paper's values

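No explanation was tested in this part, and all settings named were listed before the data were examined. The quasi-likelihood test gave fewer PTX-responsive genes than the paper reports. In somata it called 513 genes, 299 raised and 214 lowered, against the paper's 972, 541 and 431. In processes it called 535, 235 and 300, against the paper's 949, 424 and 525, and 249 genes in both against the paper's 463. The likelihood ratio test, which the legends of Fig 1 and Fig 2 name, gave the paper's 7 counts, and no filter on low counts gave 1141, 652 and 489 in somata, 1129, 525 and 604 in processes, and 561 in both, within 1.5 times of the paper's. DESeq2 also came within 1.5 times for the total (655) and the increases (310) in processes, and the looser count of common genes (591) for the overlap. The other settings did not. The Spearman correlation of the PTX effects was 0.851 against about 0.81 in Fig 2C, read by eye, and it was 0.809 across the genes called by the likelihood ratio test and 0.813 from replicate 1 for somata and replicate 2 for processes.

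The paper lists Polr2c, Sfpq and Nono as enriched in somata. Nono had a log2 fold change of 0.15 in processes against somata (adjusted p = 0.313, quasi-likelihood test), and the change was towards somata with library size only (-1.65) and upper quartile normalization (-0.05). Sfpq had -0.27 (adjusted p = 0.0573). It passed the adjusted p with the replicate block (0.0158) and with upper quartile normalization (-0.47), both under the log2 fold change of 1, and with library size only (-2.08), which moves the median of all genes by -1.86. Polr2c (-0.74), and Homer1 (0.45) and Syn1 (0.73) on the process side, were under the log2 fold change of 1 used for enrichment. The paper lists Sort1 among genes raised in somata in its GO analysis, and here it fell by 0.32 there and rose by 0.93 in processes. The difference is with that statement only. In Fig 2C the paper marks Sort1 as raised in processes, and by smFISH it reports an increase in dendrites with somatic puncta unaffected.

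The paper lists Shank2 as lowered in both compartments, and in somata its adjusted p was 0.0772. It was under 0.05 in the likelihood ratio test (0.0274), with the replicate block (0.00327), with no filter and with only the 4 libraries compared. It lists Shank3, Dlg3, Dlgap1, Map1b and Map1s as lowered in processes, Cdc20 as raised there, and Grin2b and Slc2a13 as lowered in somata. None of these had an adjusted p under 0.05 in that compartment, and each did in the likelihood ratio test and with the replicate block. With no filter all of them except Slc2a13 did, and with DESeq2 Shank3, Map1b, Map1s and Cdc20 did. Scn2b, which the paper lists as lowered in processes and draws for both compartments in Fig 7, was called in somata (adjusted p = 0.0389) and not in processes (0.0752, and 0.0329 in the likelihood ratio test and 0.0175 with the block, and under 0.05 with no filter). Of the 131 genes of Fig 7, 78 were called in at least 1 compartment by the quasi-likelihood test and all 131 by the likelihood ratio test.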

Other observations

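The tests of equal PTX effects, of unequal counts and of the mitochondrial rRNA were written before their results were seen. The reading of the first and of the second was changed afterwards as described. The gene lists and their camera and fry tests for enrichment and PTX were also set beforehand. Apart from these and the alternatives listed beforehand, the tests in this part were chosen only after the result was seen.

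Genes that pass in 1 compartment only can arise from equal effects and a threshold crossed by chance. Counts were simulated 20 times with 1 PTX effect per gene for both compartments, and called by the likelihood ratio test. The simulated data gave a median of 985.5 genes in 1 compartment only (921 to 1061) against 995 in the libraries, and 5 genes by the interaction (0 to 15) against 4. They gave a median of 509 common genes (474 to 539) against 463, fewer than in every simulated set, which by the criterion set beforehand argues against equal effects as the whole cause. That criterion was set aside after the result was seen, because the simulation gave 1188 calls in somata against 972 and 803.5 in processes against 949, so the simulated compartments are not those of the libraries. By 2 other measures the libraries also lay outside every simulated set. Of the genes called in 1 compartment only, 93.1% moved in the same direction in both (simulated 87.7 to 91.1%). Of all genes, 4.07% had an unadjusted interaction p under 0.05 (simulated 4.91 to 5.52%). The simulated counts had no replicate difference shared between conditions, which the libraries have, so these 2 measures cannot show that the compartments are more alike. Equal and unequal effects therefore cannot be told apart by this test. What keeps them open is the mismatch in calls and the missing replicate difference.

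Genes passing in processes only were more enriched in processes than those passing in somata only, by a gap of 0.61 in median log2 fold change. The enrichment and the PTX effects share the control libraries. The same simulated data gave a gap of 0.35 (0.10 to 0.46), which by the criterion set beforehand argues against unequal counts, and with them unequal power, as the whole cause. As the simulated compartments are not those of the libraries, that criterion was set aside here too, and unequal counts and unequal effects cannot be told apart by this test.

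Without a composition factor nearly all enriched genes fell on the side of the somata. Mitochondrial rRNA is argued against as the whole cause, since without its 2 genes 4264 genes still passed on that side with library size only, against 1084 with TMM.

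Among protein-coding genes outside the mitochondrial genome, Gfap, an astrocyte marker, had rank 2 in the processes control libraries. Its level was 10250 CPM in processes control and 1685 CPM in somata control, behind Scd2 with 19280 CPM in processes control. The astrocyte list of 11 tested genes had a median log2 fold change of 0.43 in processes (fry, adjusted p = 0.00869, and camera, 0.0734), with Gfap (2.60), S100b (2.16) and Ntsr2 (1.00) highest and Slc1a3 (-0.56) lowest. Lists of other non-neuronal cells had lower medians, with values of -0.97 for fibroblast and mural cells, -0.23 for the oligodendrocyte lineage and -0.44 for the 2 tested endothelial genes, and 0 of 12 microglia genes were tested. These medians moved when single libraries were left out. That of fibroblast and mural cells was -0.33 without replicate 1 of somata control, that of the oligodendrocyte lineage 0.18 without replicate 2 of somata control, and that of the endothelial genes -0.19 without replicate 2 of processes control. Processes of astrocytes may have passed the pores with those of neurons. Of 7 nuclear-retained RNAs 1 was tested, which is too few for a list. The 9 interneuron markers had a median of -0.81 in processes against somata (adjusted p = 0.0273 with camera and 0.0851 with fry). After PTX it was 0.31 in somata (0.0849 and 0.633) and 0.45 in processes (0.0429 and 0.466), or -0.07 without replicate 1 of somata PTX and 0.16 without replicate 1 of processes PTX.

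Replicate 1 and replicate 2 differed across all 4 conditions, with 1733 genes past an adjusted p of 0.05 for the replicate (quasi-likelihood test), 715 higher in replicate 2 and 1018 in replicate 1. The lists of non-neuronal cells did not move together: fibroblast and mural markers differed by -1.13 in replicate 2 against 1, astrocyte markers by 0.16 and oligodendrocyte lineage markers by 0.55. Interneuron markers differed by -0.42. No list of general neuronal markers was compared, so a lower share of neurons in one preparation stays open. The 2 expressed genes that the RefSeq table of assembly GRCr8 places on chromosome Y, Eif2s3y (1.09) and Kdm5d (0.87), were higher in replicate 2 in 8 of 8 comparisons, consistent with embryos of different sex in the 2 preparations. Among the 100 genes with the smallest p for replicate there were 5 neighbouring pairs, Col6a1 and Col6a2, Crot and Abcb1b, Snx12 and Foxo4, Foxo4 and Med12, and Kdm5d and Eif2s3y, where random lists matched on expression had a mean of 0.8 and 13 of 10000 had as many. Genetic variants between the animals that act on neighbouring genes are a candidate explanation. The pair on chromosome Y has the other one given, and Col6a1 and Col6a2 belong to one gene family. Among the 100 genes with the smallest p for PTX there were 3 such pairs in somata (468 lists had as many) and 0 in processes. Of 14309 tested symbols 12454 were matched. No biological difference between the preparations is given by the design.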
